# NitroSynapsin therapy for a mouse MEF2C haploinsufficiency model of human autism

**DOI:** 10.1038/s41467-017-01563-8

**Published:** 2017-11-14

**Authors:** Shichun Tu, Mohd Waseem Akhtar, Rosa Maria Escorihuela, Alejandro Amador-Arjona, Vivek Swarup, James Parker, Jeffrey D. Zaremba, Timothy Holland, Neha Bansal, Daniel R. Holohan, Kevin Lopez, Scott D. Ryan, Shing Fai Chan, Li Yan, Xiaofei Zhang, Xiayu Huang, Abdullah Sultan, Scott R. McKercher, Rajesh Ambasudhan, Huaxi Xu, Yuqiang Wang, Daniel H. Geschwind, Amanda J. Roberts, Alexey V. Terskikh, Robert A. Rissman, Eliezer Masliah, Stuart A. Lipton, Nobuki Nakanishi

## Abstract

Transcription factor MEF2C regulates multiple genes linked to autism spectrum disorder (ASD), and human MEF2C haploinsufficiency results in ASD, intellectual disability, and epilepsy. However, molecular mechanisms underlying *MEF2C* haploinsufficiency syndrome remain poorly understood. Here we report that *Mef2c* ^+/−^(*Mef2c*-het) mice exhibit behavioral deficits resembling those of human patients. Gene expression analyses on brains from these mice show changes in genes associated with neurogenesis, synapse formation, and neuronal cell death. Accordingly, *Mef2c-*het mice exhibit decreased neurogenesis, enhanced neuronal apoptosis, and an increased ratio of excitatory to inhibitory (E/I) neurotransmission. Importantly, neurobehavioral deficits, E/I imbalance, and histological damage are all ameliorated by treatment with NitroSynapsin, a new dual-action compound related to the FDA-approved drug memantine, representing an uncompetitive/fast off-rate antagonist of NMDA-type glutamate receptors. These results suggest that *MEF2C* haploinsufficiency leads to abnormal brain development, E/I imbalance, and neurobehavioral dysfunction, which may be mitigated by pharmacological intervention.

## Abstract (web summary)

Human MEF2C haploinsufficiency results in Autism Spectrum Disorder (ASD), but it is unclear if the same is true in mice. Here, the authors show that *Mef2c* ^*+/−*^mice have behavioral defects and neuronal abnormalities similar to ASD, and symptoms can be ameliorated with the new drug, NitroSynapsin.

## Introduction

Myocyte enhancer factor 2 (MEF2) transcription factors belong to the MADS (MCM1-agamous-deficiens-serum response factor) gene family^1,2^. In brain, MEF2C is critical for neuronal differentiation, synaptic formation, and neuronal survival^3–7^. Recent gene expression analyses and genetic linkage experiments identified MEF2C as a convergent point in multiple regulatory pathways involved in the pathogenesis of autism spectrum disorder (ASD)^8,9^. We previously showed that conditional knockout of *Mef2c* in nestin-expressing neural progenitor cells produced mice with impaired electrophysiological network properties and behavioral deficits reminiscent of Rett syndrome, a neurological disorder related to autism spectrum disorder (ASD)^10^. Subsequent to our study, human geneticists mapped the overlapping regions of chromosome 5q14.3q15 microdeletions that cause neurological deficits in children, and identified *MEF2C* haploinsufficiency as the cause. These patients exhibit signs and symptoms that include ASD, intellectual disability (ID), poor reciprocal behavior, lack of speech, stereotyped and repetitive behavior, and epilepsy^11–22^. The disorders caused by *MEF2C* haploinsufficiency have been collectively termed *MEF2C* haploinsufficiency syndrome (MCHS)^22^. In addition, multiple MEF2 target genes have been identified as autism-related genes in human pedigrees with shared ancestry^23^.

One emerging mechanism for ASD pathogenesis is excitation/inhibition (E/I) imbalance in synaptic transmission, which may occur via several molecular pathways^24–27^. In *MeCP2*-deficient mice, a model of human Rett syndrome, impaired synaptic function and E/I imbalance lead to hyperexcitability in the hippocampus^28^. Furthermore, MeCP2 has been shown to influence the expression of MEF2C^29^. Interestingly, the *N*-methyl-d-aspartate-type glutamate receptor (NMDAR) antagonist memantine has been reported to improve hippocampal E/I imbalance in experimental models^30^. Memantine is an uncompetitive/fast off-rate NMDAR antagonist, which predominantly inhibits extrasynaptic receptors^31^; it has been approved by the US Food and Drug Administration (FDA) and European Medicines Administration (EMA) for moderate-to-severe Alzheimer’s disease^31^. However, to date, despite initial enthusiasm^32^, memantine has not been found to be effective for ASD in advanced human clinical trials, and in fact, at least one of these trials has been terminated due to lack of efficacy^33^. Thus, it appears that improved drugs may be needed if NMDAR antagonism is going to prove worthwhile for the treatment of ASD and related conditions. Along these lines, we recently synthesized an improved series of drugs based on dual memantine-like action and redox-based inhibition of extrasynaptic NMDARs; initially, these compounds were called “NitroMemantines,” but recently the lead compound, YQW-036/NMI-6979, was designated NitroSynapsin because of its ability to restore synaptic number and function in the face of multiple insults^34–36^.

In the present study, we develop *Mef2c* ^+/−^ (*Mef2c*-het) mice as a model for the human MEF2C haploinsufficiency form of ASD. We show that *Mef2c*-het mice display neuronal and synaptic abnormalities, decreased inhibitory and increased excitatory synaptic transmission in the hippocampus, suppressed long-term potentiation (LTP), and MCHS-like behavioral phenotypes. Importantly, we found that nearly all of these phenotypes are rescued or mitigated by chronic treatment with NitroSynapsin. This study therefore suggests that MEF2C haploinsufficiency induces neuronal and synaptic abnormalities that play an important role in ASD/MCHS-like behavioral phenotypes, which can be improved with pharmacological treatment.

## Results

### *Mef2c*-hets display autistic behavior and reduced viability

MEF2C protein expression is significantly lower (*P* < 0.01) in *Mef2c*-het mice than in wild-type (WT) littermates (Supplementary Fig. 1), and we observed a significant number of early deaths in the*Mef2c*-het mice (Fig. 1a).We counted the number of viable animals from crosses between WT and *Mef2c*-het parents. While the number of WT and *Mef2c*-het offspring were approximately equal on embryonic day (E)18 (28 vs. 23, respectively), the ratio of surviving *Mef2c*-het to WT mice was 44% and 40% by postnatal day (P)21 and 90, respectively. The difference between survival at E18 and adult was significant (*P* *<* 0.05 by *χ* ^2^). In addition to reduced viability, *Mef2c*-het mice that survived to 3 months of age exhibited a decrease (~14%) in body weight compared to their WT counterparts (31.9 ± 1.0 g for WT vs. 27.4 ± 0.8 g for *Mef2c*-het; *P* < 0.001 by Student’s *t* test).

**Fig. 1:**
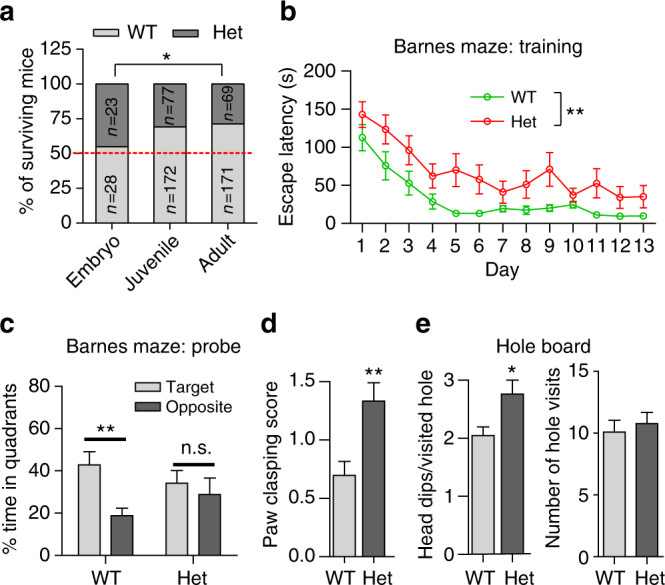
*Mef2c*-het mice display MCHS-like phenotypes. **a** *Mef2c*-het mice die prematurely. The number of *Mef2c*-het compared to WT mice was nearly equal at E18, but ~45% that of WT by adulthood (~3 months) (*P < 0.05 by *χ* ^2^). **b**, **c** Impaired spatial learned and memory in the Barnes maze of *Mef2c*-het mice during training (**b**) and on subsequent probe tests (**c**). **d**, **e** Increased paw clasping (**d**) and repetitive head dipping (**e**) of *Mef2c*-het mice in hole-board exploration. Data are mean ± s.e.m.; *n* = 9–11 mice per genotype in **b**, **c**, and **e**; *n* = 30 (WT) and 21 (het) in **d**; *P < 0.05, **P < 0.01 by Student’s *t* test (**c**–**e**) or ANOVA (**b**). n.s. not significant

To determine whether adult *Mef2c*-het mice display MCHS-like phenotypes, we performed behavioral tests on male *Mef2c*-het mice and their WT littermates (≥3 months of age). Similar to human patients showing cognitive impairment, *Mef2c*-het mice performed poorly in the Barnes maze, a test that measures spatial learning and memory function. *Mef2c*-het mice took a significantly longer time to find the escape tunnel during training sessions (Fig. 1b). In subsequent probe tests,WT mice, but not *Mef2c*-het mice, showed a preference for the target quadrant compared to the opposite quadrant (Fig. 1c), suggesting impaired spatial memory in the *Mef2c*-het mice. *Mef2c*-het mice manifested stereotypies, including abnormal paw-clasping behavior^10,37^ (Fig. 1d) and repetitive head dipping on the hole-board exploration test^38^ (Fig. 1e). Taken together, these results suggest that *Mef2c*-het mice display a wide range of MCHS-like phenotypes and thus represent a potentially useful animal model for MCHS.

### Downregulated neurogenesis and synaptic genes in *Mef2c*-hets

To identify molecular pathways underlying the pathogenesis of MCHS, we examined gene expression of *Mef2c*-het mice vs. WT littermates by microarray. 

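Gene expression was measured on Illumina MouseRef-8 v2 beadchips, on which each probe is carried by many beads whose fluorescence is averaged into a signal. The deposited data hold 16 arrays of hippocampal RNA with 1 mouse on each, 4 *Mef2c*-het and 4 WT mice at postnatal day (P) 30 and as many at P1. The paper reports on the P30 arrays. The labels of the arrays call the *Mef2c*-het mice KO, and the genotype of each mouse is taken here from these labels. For each of 25697 probes the authors deposited the mean intensity of its beads on each array, not normalized between arrays, with a detection p against negative control beads, the standard error over the beads and their number. A probe was read from a median of 36 to 39 beads on an array, and the standard error over the beads had a median of 3.38% to 4.05% of the signal. Between 12950 and 13720 probes had a detection p under 0.05 on the *Mef2c*-het arrays at P30, with a median of 13254, and between 12638 and 13801 on the WT arrays, with a median of 13370.5. With 4 arrays in a group, the number of arrays limits the precision. On all 8 P30 arrays the log2 signal of *Xist* was 7.12 to 7.34, lower than the mean of the Y-linked genes, so that these mice were read as male. The signals of the 8 P30 arrays were transformed to log2 and quantile normalized, as the paper's methods state, without a further background correction. Probes with a detection p under 0.05 on at least 4 of the 8 arrays were tested with limma's empirical Bayes test, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. Each log2 fold change is *Mef2c*-het over WT.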

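At P30, 316 of the 13413 tested probes had an unadjusted p under 0.05 in limma, which is 2.36% of them, where 671 are expected by chance. Of these probes 227 were lower and 89 higher in *Mef2c*-het mice. This split was not stable: 214 were lower and 162 higher under cyclic loess, and 283 lower and 288 higher with 2 clusters of the arrays as a block, which was chosen after the data were seen. The number moved most when the array labelled *Mef2c*-het replicate 7 was left out, to 1367. After adjustment 1 probe remained, that of *Ccl9* (ILMN_2776603). Its log2 signal was 8.35 ± 0.056 (SD, n = 4) in WT and 7.59 ± 0.13 (SD, n = 4) in *Mef2c*-het mice. The difference was a log2 fold change of -0.76 (standard error 0.075, adjusted p = 0.0271 from limma), and every *Mef2c*-het array lay below every WT array (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The adjusted p of *Ccl9* rose above 0.05 under 5 of the alternatives fixed in advance and when any of 7 of the 8 arrays was left out, while its log2 fold change stayed between -1.55 and -0.70. *Mef2c* itself was read by 3 probes, of which 2 were tested. Its probe ILMN_2887992 had a log2 signal of 8.68 ± 0.17 (SD, n = 4) in WT and 8.39 ± 0.37 (SD, n = 4) in *Mef2c*-het mice. Its log2 fold change was -0.29 (standard error 0.17, two-sided exact permutation test, p = 0.200). For the probe ILMN_2732465 the log2 fold change was -0.24 (standard error 0.19, exact permutation p = 0.371). On the array labelled *Mef2c*-het replicate 7 both probes lay among or above the WT arrays, at 8.91 and 9.87, and without this array the log2 fold changes were -0.47 and -0.39. Without *Mef2c*-het replicate 6 they were -0.20 and -0.08, so that single arrays decide their size.

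**Figure D1:**
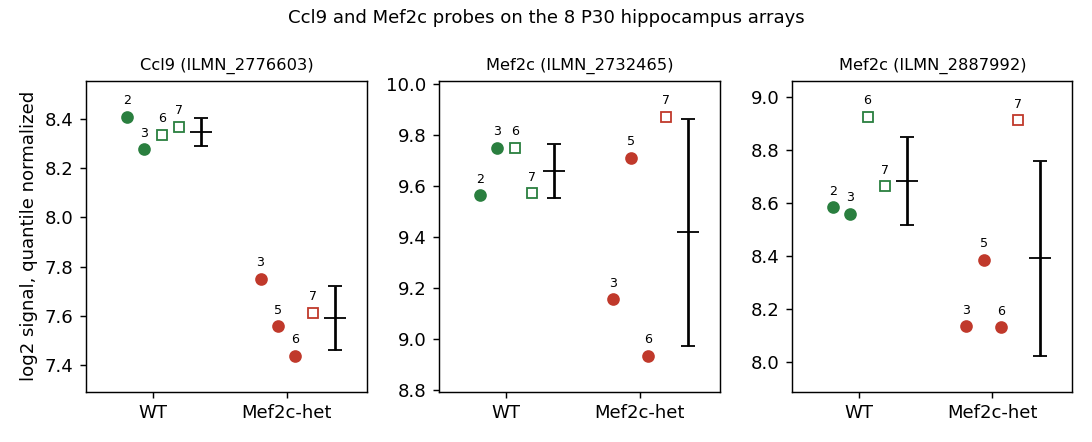
Quantile normalized log2 signal of the *Ccl9* probe and the 2 tested *Mef2c* probes on each of the 8 P30 arrays, with the replicate number beside each point and the mean and SD of 4 arrays as bars. Squares are the 3 arrays with the highest background. The *Ccl9* signals lie between 7.44 and 7.75 in *Mef2c*-het mice and between 8.28 and 8.41 in WT mice, and the *Mef2c* signals overlap.

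For synapse and neurogenesis, genes were listed from general knowledge before the data were examined, since the paper does not give the members of its biogroups, and each list was tested with limma's camera on a single probe per gene. Of 64 synapse genes 50 were tested. Their median log2 fold change was -0.09, with 40 genes lower and 10 higher in *Mef2c*-het mice (limma's camera, two-sided, adjusted p = 0.00299 over 3 lists). Neither limma's fry (adjusted p = 0.456) nor camera with the correlation between genes estimated from the arrays (adjusted p = 0.330) called the synapse list, 8 of the 35 splits of the arrays in an exact permutation gave as small a camera p, and without *Mef2c*-het replicate 3 the adjusted p was 0.261. Single genes of this list with an unadjusted p under 0.05 were 2, *Cplx2* with a log2 fold change of -0.31 and *Sv2a* with -0.22, both named after their values were seen, and 0 passed adjusted over the list alone or over all probes. Of 62 neurogenesis genes 49 were tested, with a median log2 fold change of 0.01, 20 genes lower and 29 higher (limma's camera, adjusted p = 0.385). In this list 3 genes had an unadjusted p under 0.05, *Calb2* higher and *Igfbpl1* and *Nrp1* lower, again named after their values were seen, and 0 passed adjusted over the list alone or over all probes.

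**Figure D2:**
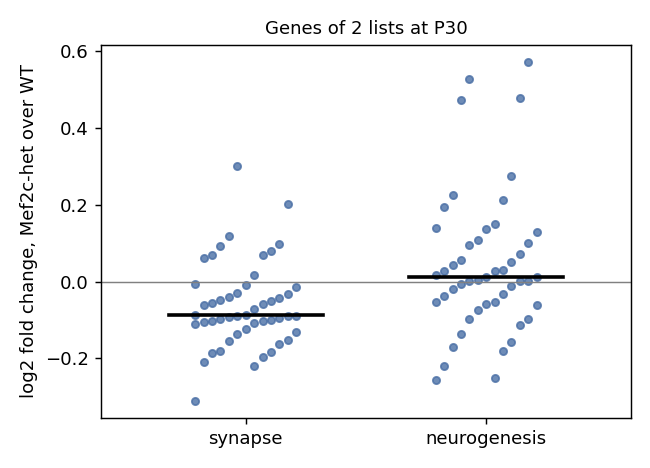
Log2 fold change (*Mef2c*-het over WT) at P30 of each of the 50 synapse genes and the 49 neurogenesis genes tested, a point per gene, with the median of each list as a line. The medians lie at -0.09 and 0.01.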

We identified a total of 783 genes whose expression levels were significantly altered in the hippocampus, including 394 downregulated and 389 upregulated in *Mef2c*-het mice (Fig. 2a, above green line; Supplementary Data 1).With these data, using NextBio pathway analysis, we identified the top neuronal biogroups that were downregulated by *Mef2c* haploinsufficiency in mice, including biogroups for neurogenesis, neuronal differentiation, and synaptic function (Table 1). Concurrently, the biogroup for regulation of neuronal cell death was upregulated (Table 1). 

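A list of 46 genes that regulate neuron death, also written in advance and not the GO set of Table 1, had 36 tested genes at P30. Their median log2 fold change was -0.01, with 20 genes lower and 16 higher in *Mef2c*-het mice (limma's camera, two-sided, adjusted p = 0.583 over the 3 lists). The median of this list changed sign among the alternatives, between -0.05 and 0.01. With an unadjusted p under 0.05 there was 1 gene, *Gsk3b*, named after its value was seen, which was lower in *Mef2c*-het mice (log2 fold change -0.32, standard error 0.13), and 0 genes passed adjusted over the list alone or over all probes. From the genes with altered expression, grouped by GO term in NextBio, the paper concludes that biogroups for neurogenesis, neuronal differentiation and synaptic function are downregulated by *Mef2c* haploinsufficiency and that the biogroup for neuronal cell death is upregulated.

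**Figure D3:**
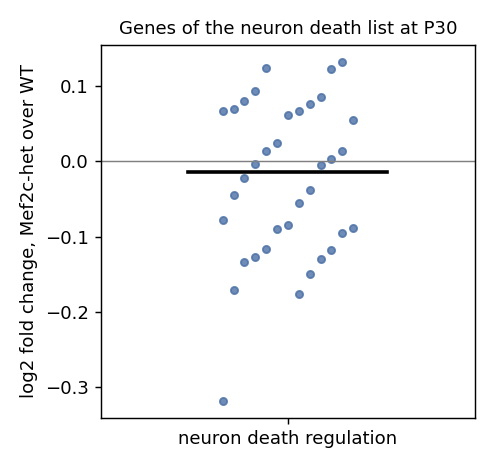
Log2 fold change (*Mef2c*-het over WT) at P30 of each of the 36 tested genes of the neuron death list, a point per gene, with the median of -0.01 as a line.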

We confirmed the microarray results by quantitative PCR using RNAs extracted from 3-month-old mice (Fig. 2b). Consistent with the NextBio analysis, we found that the messenger RNA (mRNA) level of vesicular γ-aminobutyric acid (GABA) transporter VGAT (encoded by *Slc32a1*), representing an inhibitory presynaptic marker, was significantly decreased in *Mef2c*-het mice. We also examined the mRNA level of vesicular glutamate transporters 1/2 (VGLUT1/2), representing excitatory synaptic markers, and found that the level of VGLUT2, but not VGLUT1, was significantly increased in *Mef2c*-het mice. These results suggest possible dysfunction of both excitatory and inhibitory neurotransmission in these mice.

**Fig. 2:**
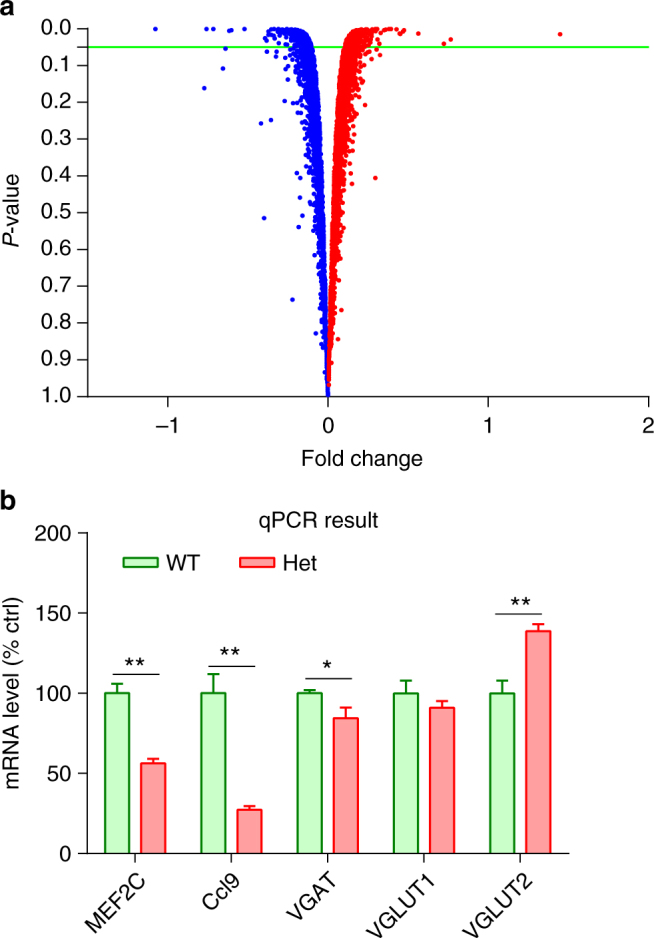
Downregulation of neurogenic and synaptic genes in *Mef2c*-het mice by microarray analysis. **a** Volcano plot shows RNA expression profiling in P30 *Mef2c*-het and WT hippocampus (red = up, blue = down, *P* < 0.05 indicated by green line). **b** Graph of qPCR experiments showing expression levels of mRNA (relative to 18S) in *Mef2c*-het mice as percentage of WT control (% ctrl; *n* = 4 per group). Data are mean ± s.e.m.; *P < 0.05, **P < 0.01 by Student’s *t* test

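Over the tested probes the log2 fold changes ran from -0.76 to 2.02 with a median of -0.01, and 0.298% of the probes changed by more than 0.5 in size. Only 4 of those also had an unadjusted p under 0.05. The lowest values belonged to *Ccl9* and to *Myl1* (ILMN_2878542, log2 fold change -0.62, standard error 0.15, two-sided exact permutation test, p = 0.0571). The highest was that of *Arl3* (ILMN_1238801, log2 fold change 2.02, standard error 0.72, exact permutation p = 0.0571), for which the arrays of each group were far apart, at 8.59 ± 1.18 (SD, n = 4) in WT and 10.61 ± 1.39 (SD, n = 4) in *Mef2c*-het mice. Another *Arl3* probe (ILMN_2786860) had a log2 fold change of 0.23 (exact permutation p = 0.143). Next came *Pgrmc1* (ILMN_2623216) with 0.73 (exact permutation p = 0.229), again with a large SD, 1.14 in WT and 0.94 in *Mef2c*-het mice. Here the spread followed the background of the arrays. WT replicates 6 and 7 and *Mef2c*-het replicate 7, the arrays of highest background, lay at 8.14 to 8.69, and the others at 10.07 to 10.77. The uneven share of these arrays in the groups gives part of the rise, which was as low as 0.22 among the alternatives. On 235 probes, 1.75% of those tested, the *Mef2c*-het and WT arrays did not overlap, where 2.86% are expected by chance. Among these, the 5 lower in *Mef2c*-het mice with the smallest p were *Ccl9*, *Kcnma1* (log2 fold change -0.36), *Ints3* (-0.26), *Pkd2l1* (-0.21) and *Actb* (-0.35), and the 5 higher were *Ms4a6d* (0.38), *Rspo2* (0.31), *Akr1c18* (0.37), *C1qb* (0.26) and *Tpd52l1* (0.32). Apart from *Ccl9*, each of these had an adjusted p of 0.976 in limma. The *Actb* probe is ILMN_1377923, and the other tested probes of *Actb* gave -0.20 (ILMN_2698799, exact permutation p = 0.143) and -0.20 (ILMN_2617433, exact permutation p = 0.343). Neither of the other *Ints3* probes differed between the groups (exact permutation p = 0.429 and 0.657). The other tested probes of *Tpd52l1* (ILMN_1249224, 0.20, exact permutation p = 0.229) and *Ms4a6d* (ILMN_2602352, 0.13, exact permutation p = 0.0857) were higher too, but with overlapping groups. *Pcna*, detected on 6 of the 8 arrays, had a log2 fold change of 0.35 (standard error 0.12, exact permutation p = 0.0286), with every *Mef2c*-het array above every WT array, and an adjusted p of 0.976. The arrays without detection were WT replicates 6 and 7 (7.18 and 7.04), both of high background. WT replicate 2 (7.552) lay just below *Mef2c*-het replicate 7 (7.555). Among the alternatives the change was as low as 0.19, so a rise of *Pcna* apart from the background of the arrays is not shown.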

**Table 1:** Pathway analysis of all genes with altered expression in *Mef2c*-het mice

Dysregulated biogroups in *Mef2c*-het mice	# of genes dysregulated	Direction	Score	*P-*value	Source
Neurogenesis	33	Down	34.31	1.30E−15	GO
Neuron differentiation	23	Down	27.51	1.10E−12	GO
Synapse	18	Down	24.04	3.60E−11	GO
Regulation of neuron death	5	Up	9.29	9.30E−05	GO

Pathway-enrichment analysis was performed using NextBio and gene-ontology (GO-term) filtering

### Excitatory/inhibitoryneuronal deficits in *Mef2c*-hets

In histological experiments using the optical dissector as an unbiased stereological counting method, the total number of NeuN+ cells (i.e., neurons) was significantly decreased in *Mef2c*-het mice compared to WT in the hippocampus (69.5 ± 1.6% of WT control value, *P* *<* 0.01 by Student’s *t* test) and frontal cortex (79.8 ± 5.1% of WT control, *P* *<* 0.05) (Fig. 3a, b). In contrast to NeuN+ cells, the number of glial fibrillary acid protein (GFAP)+ cells was significantly increased in *Mef2c*-het mice compared to WT in both the hippocampus (123.0 ± 6.8% of WT control, *P* *<* 0.01) and frontal cortex (135.16 ± 11.70% of WT control, *P* *<* 0.05) (Fig. 3c, d).

**Fig. 3:**
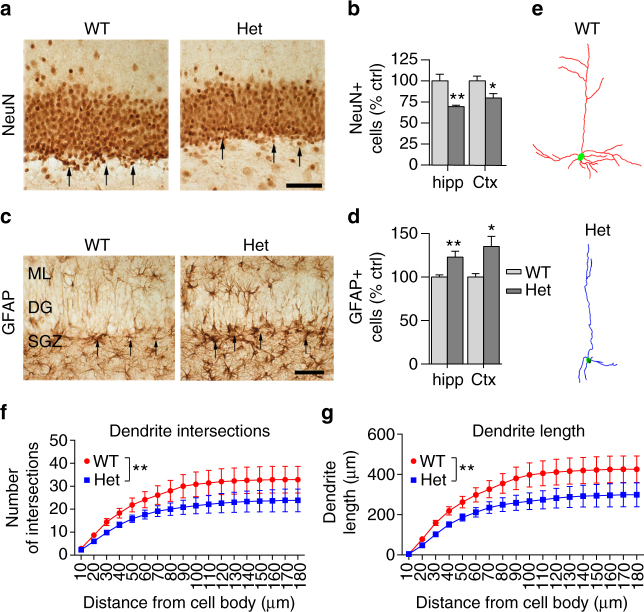
*Mef2c*-het mice exhibit abnormal neuronal properties. **a** Immunohistochemistry showing NeuN+ cells in the dentate gyrus (DG) of WT and *Mef2c*-het mice. **b** Quantification showing decreased NeuN+ cell counts in hippocampus (hipp) and cortex (Ctx) in *Mef2c*-het mice relative to WT. Hippocampal measurements were obtained on granule cells in the molecular layer of the DG, and the cortical measurement on frontal lobe layers IV and V. **c**, **d** Increased number of GFAP+ cells consistent with astrocytosis in *Mef2c*-het mice. **e** Neurolucida drawing of representative dendrites visualized by Golgi staining in V1 (primary visual cortex), M2ML (secondary visual cortex mediolateral area), and LPtA (lateral parietal association cortex) of the visual cortex of WT and *Mef2c*-het mice. **f**, **g** Summary graphs of Sholl analysis showing reduction in cumulative number of dendritic intersections (**f**) and dendritic lengths (**g**) in *Mef2c*-het neurons. Scale bar: 50 µm. Data are mean ± s.e.m.; *n* = 4 per group. *P *<* 0.05, **P *<* 0.01 by Student’s *t* test in **a**–**d** and ANOVA in **f**, **g**

We next performed Golgi staining in both *Mef2c*-het and WT brains to determine dendritic branching patterns of pyramidal cells in layer V of the cerebrocortex using Neurolucida software on three-dimensional (3D) montage images (Fig. 3e). Our Sholl analyses^39^ indicated that the dendritic complexity of *Mef2c*-het neurons was significantly reduced, as demonstrated by decreased dendritic interactions (Fig. 3f) and decreased total dendritic lengths (Fig. 3g).

To further account for the decrease in neuronal number, in addition to the known reduction in embryonic neurogenesis mediated by MEF2C deficiency^10^, we characterized adult neurogenesis in the subgranular zone of the dentate gyrus (DG) of 2–3 month-old *Mef2c*-het mice and found a decrease in both the number of proliferating cells (PCNA+, Fig. 4a, b) and developing neurons (DCX+, Fig. 4a, c). The number of BrdU-labeled NeuN+ cells was also reduced in the DG (Fig. 4d, e). These results suggest that reduced adult neurogenesis in *Mef2c*-het mice contributes to the reduction in neurons. In addition, the development and complexity of newly formed neurons, visualized via retroviral-mediated gene transduction of mCherry, were also decreased in the *Mef2c*-het DG, as indicated by decreased somal size and dendritic length (Fig. 4f–i). Therefore, *Mef2c* haploinsufficiency results in decreased neuronal number, impaired adult neurogenesis, and decreased dendritic complexity in mice.

**Fig. 4:**
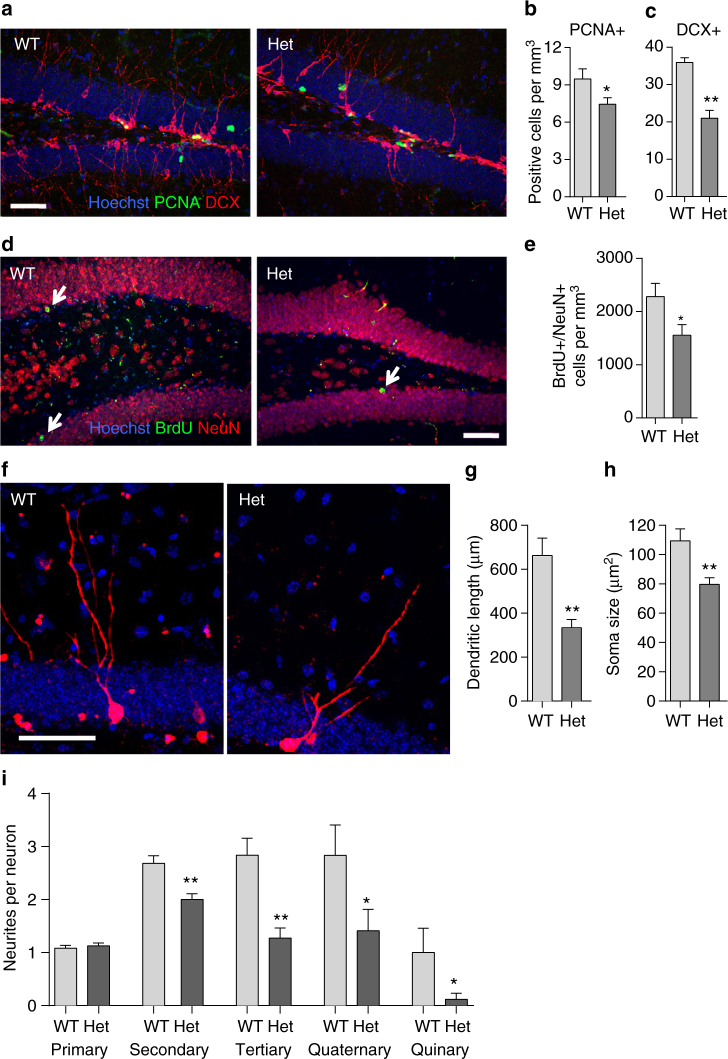
*Mef2c*-het mice exhibit abnormal adult neurogenesis. **a** Confocal images showing PCNA (green) and DCX (red) double staining in the subgranular zone (SGZ) of the DG in 8-week-old WT and *Mef2c*-het mice. **b**, **c** Quantification of PCNA+ and DCX+ cells revealed reduction in the number of proliferating cells (**b**) and developing neurons (**c**) in *Mef2c*-het DG. **d** BrdU (green) and NeuN (red) double staining 4 weeks after BrdU injection in 8-week-old WT and *Mef2c*-het mice revealed newly born DG neurons (arrows: BrdU+/NeuN+). **e** Reduction in BrdU+/NeuN+ cells in *Mef2c*-het DG; *n* = 4 mice per genotype in **a**–**e**. **f** Examples of morphological development of neurons born in adult *Mef2c*-het and WT mice. Dividing cells in the dentate gyrus (DG) were labeled with mCherry via retroviral-mediated gene transduction. Mice were killed 4 weeks later. **g** Quantification of total dendritic length of 4-week-old neurons revealed reduced dendritic length in *Mef2c-*het mice (*n* = 17) compared to WT mice (*n* = 12). **h** Quantification showed reduced somal size in *Mef2c*-het mice (*n* = 71) compared to WT mice (*n* = 28). **i** Quantification of neurite number showed normal number of primary neurites (*n*_WT_ = 25, *n*_Het_ = 55), but reduced number of secondary (*n*_WT_ = 25, *n*_Het_ = 55), tertiary (*n*_WT_ = 25, *n*_Het_ = 55), quaternary (*n*_WT_ = 12, *n*_Het_ = 17), and quinary (*n*_WT_ = 12, *n*_Het_ = 17) neurites of 4-week-old neurons in *Mef2c*-het compared to WT brain. Section thickness: 40 µm. Scale bar: 50 µm. Values are mean ± s.e.m., *P *<* 0.05; ***P *<* 0.001 by Student’s *t* test

We subsequently examined synapses in *Mef2c*-het mice. Consistent with the microarray analysis predicting an alteration in synaptic proteins, quantitative confocal immunohistochemistry showed that expression of synaptophysin (SYP), a presynaptic marker, was significantly decreased in the hippocampus of *Mef2c*-het mice (Fig. 5a, b). To better define the synaptic deficit, we examined expression levels of the predominant excitatory synaptic protein VGLUT1 and the inhibitory synaptic protein VGAT by quantitative confocal immunohistochemistry in the hippocampus (Fig. 5a). We found that expression of VGAT, but not VGLUT1, was significantly decreased in *Mef2c*-het mice (Fig. 5b). In addition, we performed immunoblot experiments on hippocampal synaptosome-enriched lysates and found that the levels of SYP and GAD65 (another inhibitory neuronal marker), but not VGLUT1, were downregulated in *Mef2c*-het mice (Supplementary Fig. 2a). The ratio of VGLUT1 (excitatory neurons) to GAD65 (inhibitory neurons) was significantly increased in *Mef2c*-het mice (Supplementary Fig. 2b), a sign of E/I imbalance. Moreover, in contrast to VGLUT1 and in line with our mRNA findings, VGLUT2 protein, which is normally expressed only at very low levels in adult hippocampus^40,41^, was significantly upregulated in *Mef2c*-het vs. WT (Supplementary Fig. 2c). Taken together, these findings indicate aberrant excitatory and inhibitory synaptic protein expression in *Mef2c*-het hippocampus.

**Fig. 5:**
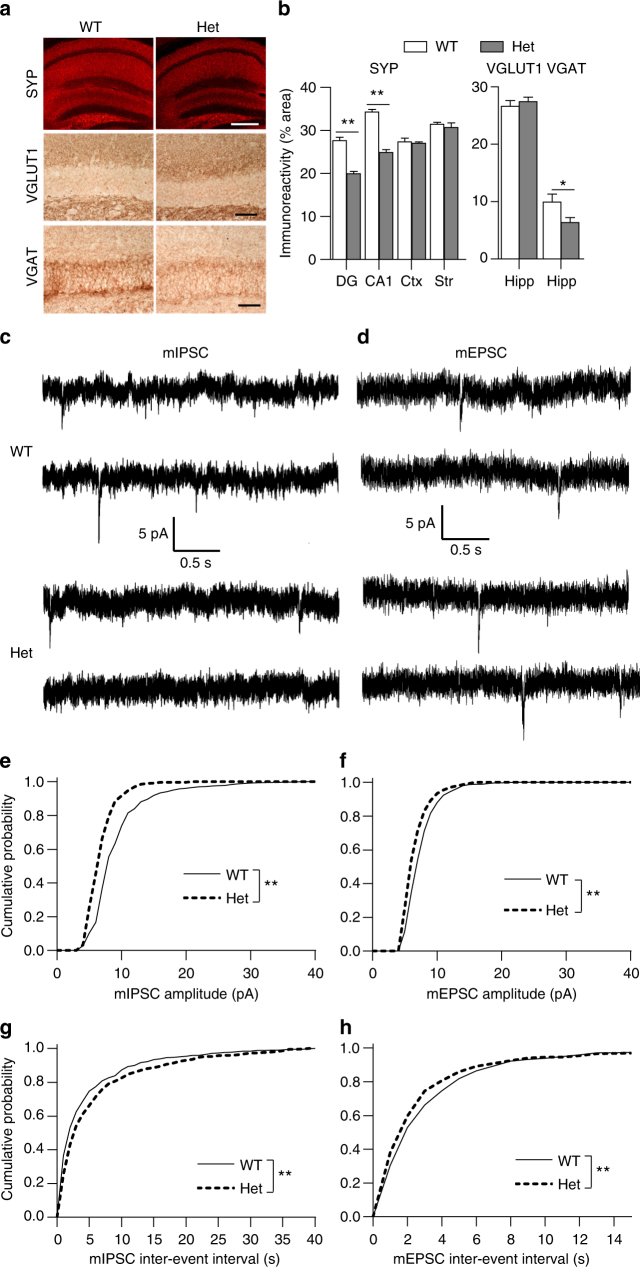
*Mef2c*-het mice exhibit altered synaptic properties and E/I imbalance in synaptic neurotransmission. **a** Immunohistochemistry of synaptophysin (SYP), VGLUT1, and VGAT in WT and *Mef2c*-het hippocampus. Scale bars: 500 µm (top panel), 50 µm (middle and bottom panels). **b** Reduced immunoreactivity of SYP in the dentate gyrus (DG) and CA1 regions of *Mef2c*-het hippocampus but not cortex (Ctx) or striatum (str, left). DG measurements were performed in the molecular layer, CA1 in the pyramidal cell layer, Ctx in frontal cortical layers IV and VI, and str in the putamen at the level of the nucleus accumbens. Reduced expression of VGAT but not VGLUT1 in *Mef2c*-het hippocampus (right). Data are mean ± s.e.m., *n* = 4 per group; *P < 0.05, **P < 0.01 by Student’s *t* test. **c**, **d** Representative traces of mIPSCs (**c**) and mEPSCs (**d**) from slice recordings of DG neurons of WT and *Mef2c*-het mice. **e**–**h** Cumulative plots of mIPSC and mEPSC amplitude and inter-event intervals. *n* = 7–9 per genotype; **P < 0.01 by two-sample Kolmogorov–Smirnov test

To determine whether these alterations in E/I marker expression are accompanied by abnormalities in functional synaptic transmission, we recorded spontaneous miniature excitatory and inhibitory post-synaptic currents (mEPSCs/mIPSCs) from hippocampal slices of *Mef2c*-het and WT mice. From the theory of quantal release, a change in miniature frequency reflects a change in presynaptic neurotransmitter release or in the number of synapses, while a change in miniature amplitude is thought to represent a change in postsynaptic function, e.g., the number of post synaptic receptors. *Mef2c*-het mice displayed decreased mIPSC frequency (manifested as increased inter-event interval in Fig. 5c, g), in line with the overall reduction in presynaptic VGAT, dendrites and synapses. Reduced mIPSC amplitude was also observed (Fig. 5c, e), possibly reflecting the fact that MEF2 levels are known to correlate with the expression of specific GABA receptor subunits^42,43^. Interestingly, these mice also showed an increase in mEPSC frequency (manifested as decreased inter-event interval, Fig. 5d, f), similar to a previous report of increased mEPSC frequency in brain-specific *Mef2c*-KO mice^7^. This result is also consistent with our finding of increased expression of presynaptic VGLUT2 in the*Mef2c*-het hippocampus. The slight reduction in mEPSC amplitude (Fig. 5d, h) may reflect the fact that MEF2 transcriptionally normally upregulates glutamate receptor expression^44^. The overall change in mIPSCs and mEPSCs would be expected to result in an elevated E/I ratio in *Mef2c*-het mice. Indeed, as determined by the quotient of mean mEPSC to mIPSC values, *Mef2c*-het mice manifested a 116.2% increase in the E/I frequency ratio and a 25.7% increase in E/I amplitude ratio compared to WT mice, confirming the existence of functional E/I imbalance.

To determine if these neuronal and synaptic defects have a deleterious effect on synaptic plasticity and neuronal circuitry, we recorded hippocampal LTP. *Mef2c*-het mice exhibited reduced LTP in the CA1 region of the hippocampus (Supplementary Fig. 3a). Paired pulse facilitation (PPF) represents short-term enhancement of presynaptic function in response to the second of two paired stimuli caused by residual Ca^2+^ in the presynaptic terminal after the first stimulation. For example, decreased PPF is associated with increased probability of neurotransmitter release. We observed a statistical decrease in PPF in *Mef2c*-het vs. WT mice (Supplementary Fig. 3b), consistent with our observed small increase in mEPSC frequency (Fig. 5d, f). Collectively, our results show that *Mef2c*-het mice manifest a reduced number of neurons, accompanied by synaptic deficits with decreased inhibitory and increased excitatory synaptic neurotransmission, thus leading to E/I imbalance.

### NitroSynapsin rescues autistic behaviors in *Mef2c*-het mice

In other mouse models of ASD, decreased GABAergic neurotransmission has been reported to contribute to E/I imbalance, leading to autistic-like social and cognitive deficits that parallel those found in humanautism^27^. Therefore, it is possible that the autistic/MCHS-like behavioral deficits in *Mef2c*-het mice may also be triggered, in part, by reduced inhibitory neurotransmission, as well as by the increased excitatory synaptic activity found here. In this regard, aminoadamantane drugs like the FDA-approved drug memantine have been reported to restore altered E/I balance^30^. Thus, we reasoned that chronic treatment with NitroSynapsin^34–36^, an aminoadamantane nitrate displaying increased efficacy at the NMDAR compared to memantine, might mitigate MCHS-like phenotypes in *Mef2c*-het mice via its ability to restore E/I balance. To test this hypothesis, we treated male *Mef2c*-het or WT mice with NitroSynapsin or PBS vehicle for 3 months. We then performed behavioral, electrophysiological, and histological analyses to determine the effects of this drug. Importantly, NitroSynapsin treatment of WT mice showed no effects on the Morris water maze, EPSCs, or LTP^36^.

Neurobehavioral tests were used to determine whether treatment of *Mef2c*-het mice with NitroSynapsin could rescue autistic/MCHS-like behavioral phenotypes. We first performed the Morris water maze to test the effecton spatial learning and memory (Fig. 6a, b). During hidden platform training sessions, vehicle-treated *Mef2c*-het (Het/V) mice showed impaired spatial learning in the first 2 days by taking longer to find the hidden platform than vehicle-treated WT (WT/V) mice (Fig. 6a). However, *Mef2c*-het mice treated with NitroSynapsin (Het/N) showed improved performance relative to vehicle during these tests. This improvement cannot be attributed to an increase in swimming speed per se, neither *Mef2c* heterozygosity nor NitroSynapsin treatment affected swimming speed (Supplementary Fig. 4). Twenty-four hours after all groups of mice reached the criteria (20 s to find the hidden platform), we performed probe tests to examine memory retention. As shown in Fig. 6b, WT/V mice displayed normal memory retention by spending a significantly longer time in the target quadrant, where the hidden platform was previously located. In contrast, Het/V mice displayed impaired memory by not showing a preference to the target quadrant over the opposite quadrant. Interestingly, Het/N mice spent significantly more time in the target quadrant than in the opposite quadrant, suggesting that NitroSynapsin treatment normalized memory function (Fig. 6a, b). We next performed an open field test, a 30-min test to assay general locomotor activity. Het/V mice showed enhanced center activity (Fig. 6c), but not total activity (Fig. 6d).This abnormal behavior was rescued by chronic treatment with NitroSynapsin. The drug also corrected the abnormal repetitive behavior of increased head dipping of *Mef2c*-het mice in the hole-board exploration test (Fig. 6e). Finally, we performed a social interaction behavioral test. WT/V mice spent significantly more time in a chamber with a stranger mouse 1 (S1) than in a chamber with a similar but empty cage (E). However, Het/V mice showed no preference for time spent in either chamber (Fig. 6f, g), a sign of impaired social ability. In addition, Het/V mice paid significantly fewer visits to S1 and for shorter times per visit than WT/V mice(Fig. 6h, i). Treatment with NitroSynapsin improved this abnormal social behavior. Importantly, initial feasibility experiments, in which we had treated *Mef2c* het mice with equimolar memantine or NitroSynapsin in a head-to-head comparison, demonstrated the superiority of NitroSynapsin in these behavioral paradigms (Supplementary Fig. 5a). In addition, NitroSynapsin treatment did not significantly alter the social behavior of WT mice (Supplementary Fig. 6).

**Fig. 6:**
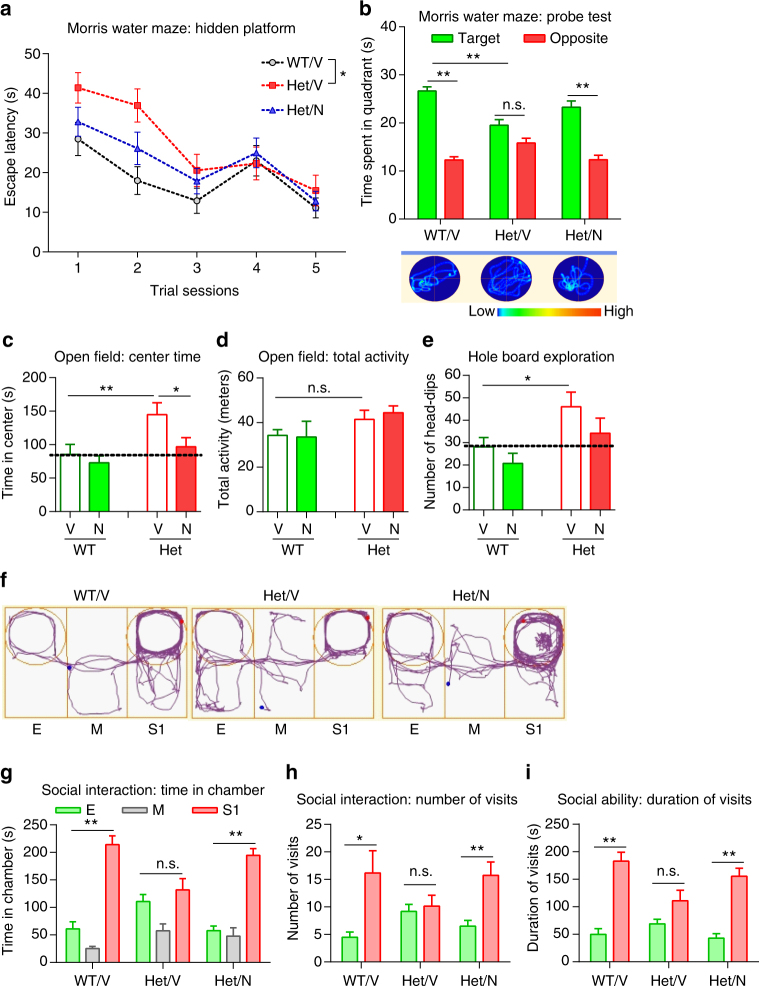
NitroSynapsin rescues MCHS-like phenotypes in *Mef2c*-het mice. **a** Latency of finding hidden platform during training sessions in the Morris water maze. **b** In the probe test, vehicle-treated *Mef2c*-het mice (Het/V) showed no preference between target and opposite quadrants, suggesting impaired memory. Treatment with NitroSynapsin (N) rescued this effect (Het/N). Representative swim patterns shown at bottom. **c**, **d** In the open field test, Het/V mice exhibited increased center time that was rescued by treatment with N (**c**). In contrast, Het/V mice displayed normal total activity (**d**). **e** Het/V mice displayed increased head-dips per hole, suggesting repetitive behavior. Treatment with N rescued. **f**–**i** N treatment rescued aberrant social ability in *Mef2c*-het mice. **f** Representative traces of mouse movement in the three-chamber social ability test. **g**–**i** *Mef2c*-het mice (Het/V) exhibit abnormalities in social interaction measured by time spent in each chamber (**g**), number of visits (**h**), and duration of visits (**i**) to E (empty) or S1 (stranger mouse 1) chambers. N treatment ameliorated this deficit (Het/N). Data are mean ± s.e.m. *n* = 7–9 per group. *P < 0.05, **P *<* 0.01 by ANOVA. M middle chamber

Taken together, these results show that chronic treatment of *Mef2c*-het mice with NitroSynapsin significantly improved cognitive deficits, repetitive behavior, impaired social interactions, and possibly altered anxiety. Of note, *Mef2c*-het mice did not exhibit aberrant motor behaviors except for paw clasping (Supplementary Fig. 7a–e). However, NitroSynapsin treatment did not improve the paw clasping phenotype (Supplementary Fig. 7f).

### NitroSynapsin effect on E/I neuronal markers and LTP

We performed immunohistochemistry to determine the effects of drug treatment on neuronal loss and altered expression of VGAT or VGLUT2 in the hippocampus of *Mef2c*-het mice (Fig. 7a–g). Specifically, monitored by stereology using the optical dissector method, the total number of NeuN+ cells in the hippocampus of Het/N mice was significantly greater than in Het/V mice (Fig. 7b), consistent with the efficacy of NitroSynapsin in the prior behavioral experiments. In addition, in our initial feasibility experiments, we found a significantly greater effect of NitroSynapsin over memantine on NeuN+ cell counts (Supplementary Fig. 5b).

**Fig. 7:**
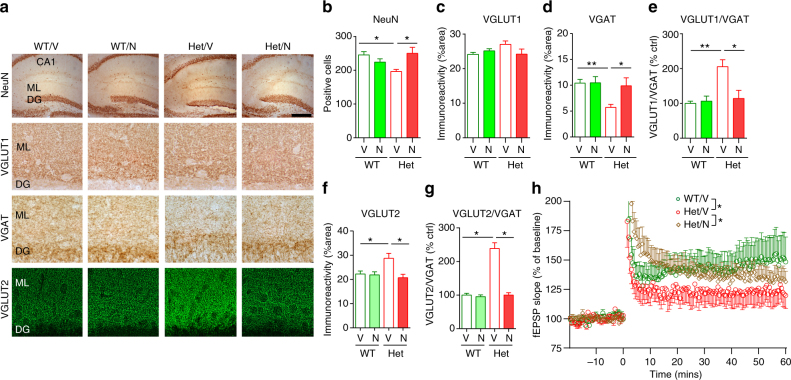
NitroSynapsin rescues abnormal neuronal and synaptic properties in *Mef2c*-het mice. **a** Immunohistochemical images of NeuN, VGLUT1, VGAT, and VGLUT2 in the molecular layer (ML) of the hippocampal dentate gyrus (DG) of WT and *Mef2c*-het mice treated with vehicle (V) or NitroSynapsin (N). Scale bars: 500 µm (top panel), 25 µm (middle panels), 40 µm (bottom panel). **b**–**f** Summary graphs showing rescue by NitroSynapsin of decreased number of total NeuN+ cell counts (**b**), reduced immunoreactivity of VGAT (**d**) and VGLUT2 (**f**), and increased ratio of VGLUT1/VGAT (**e**) or VGLUT2/VGAT (**g**) in the hippocampus of *Mef2c*-het mice. **h** Impaired LTP in *Mef2c*-het mice was also rescued by NitroSynapsin. Data are mean ± s.e.m., *n* = 4–5 per group in **a**–**g** and 7–9 in **h**. *P < 0.05, **P < 0.01, by ANOVA

We found that the reduction in NeuN+ cells in *Mef2c*-het mice could be accounted for at least in part by apoptotic cell loss because the number of neurons staining for active caspase-3 and for terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in the CA3 region of the hippocampus was significantly increased in *Mef2c*-het mice compared to WT (*P* < 0.012, Supplementary Fig. 8). Moreover, while the number of activated caspase 3-positive and TUNEL-positive cells was increased in Het/V, it was reduced back to normal in Het/N mice (Supplementary Fig. 8). This result is consistent with the notion that apoptotic neurons observed in *Mef2c*-het mice were significantly rescued by NitroSynapsin. Moreover, treatment with NitroSynapsin also normalized the number of GFAP+ cells with astrocytic morphology in *Mef2c*-het mice (Supplementary Fig. 9).

We next determined the effect of NitroSynapsin on altered expression of E/I markers in *Mef2c*-het mice by quantitative confocal immunohistochemistry. While the level of VGLUT1 immunoreactivity was unaltered by NitroSynapsin treatment, VGAT and VGLUT2 levels as well as the ratio of VGLUT1/VGAT or VGLUT2/VGAT were normalized by NitroSynapsin treatment in *Mef2c*-het mice (Fig. 7c–g). We also found that the numbers of both parvalbumin (PV)-expressing basket-interneurons and PV-positive synapses were significantly reduced in *Mef2c*-het mice (Supplementary Fig. 10), while NitroSynapsin significantly increased PV+ synapses (% area) (Supplementary Fig. 10). These results suggest that NitroSynapsin can restore E/I balance in *Mef2c*-het mice. Finally, chronic treatment with NitroSynapsin also significantly rescued impaired hippocampal LTP in *Mef2c*-het mice (Fig. 7h, Supplementary Fig. 11).

## Discussion

Genetic evidence has documented the role of *MEF2C* in multiple forms of human ASD, including MCHS^11–22^. In the current study (as summarized in Fig. 8), we provide evidence that *Mef2c*-het mice display MCHS-like behavioral deficits and thus represent a model for studying disease pathophysiology. *Mef2c*-het mice show reduced viability, the cause of which is currently unknown. Prior work has shown that systemic *Mef2c*-KO mice are embryonic lethal by E10.5 due to incomplete cardiac morphogenesis^45^; in contrast, nestin-cre-driven brain-specific *Mef2c*-KO mice exhibit reduced viability similar to that observed in the present study in *Mef2c*-hetmice^10^. It is thus possible that dysregulation of MEF2C activity in the central nervous system (CNS) is at least partially responsible for the increased lethality of *Mef2c*-het mice. The *Mef2c*-het mice that survive to adulthood exhibit a reduced number of neurons and synaptic impairment, specifically E/I imbalance caused by reduced inhibitory and enhanced excitatory neurotransmission. Importantly, treatment of *Mef2c*-het mice with the new, improved NMDAR antagonist NitroSynapsin^34–36^ not only corrects E/I imbalance, but also improves autistic/MCHS-like behavioral deficits, thus providing target validation and potential disease treatment.

**Fig. 8:**
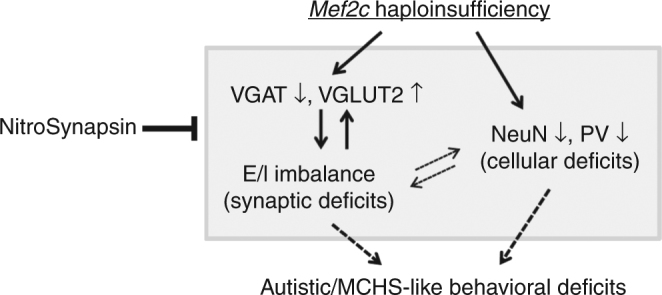
Summary diagram of *Mef2c* haploinsufficiency leading to E/I imbalance and MCHS-like phenotypes that are rescued by NitroSynapsin. *Mef2c* haploinsufficiency leads to decreased VGAT and increased VGLUT2 protein levels, resulting in E/I imbalance (overexcitability) and synaptic dysfunction. *Mef2c* haploinsufficiency also causes neuronal loss, notably a reduced number of PV+ inhibitory interneurons. These synaptic and cellular abnormalities are likely the underlying cause of the MCHS-like behavioral phenotypes observed in *Mef2c*-het mice. The histological and behavioral phenotypes are ameliorated by chronic treatment with NitroSynapsin

We recently described the dual-functional mechanism of action of the drug NitroSynapsin^36^. Although originally termed a “NitroMemantine,” the drug is not strictly a derivative of memantine, but rather a novel aminoadamantane nitrate. The dual-functional drug acts both as an NMDAR open-channel blocker and redox modulator; in fact, the aminoadamantane moiety targets the nitro payload to the second site of action, the redox modulatory sites of the NMDAR, composed of critical regulatory cysteine residues. Recent publications have discussed the excellent CNS permeation of the drug, and its very good pharmacokinetic and phamacodynamic parameters^34–36^. Interestingly, aminoadamantane compounds like memantine have been previously shown to improve E/I imbalance^30^. In the case of NitroSynapsin, its improved action over previous aminoadamantanes at inhibiting hyperfunctioning extrasynaptic NMDARs is thought to represent the mechanism for regrowth of functional synapses that were compromised^35^, with resultant correction of E/I imbalance in the *Mef2c*-het model mice. One panoptic explanation for this effect based on our prior findings^34–36^ is that NitroSynapsin treatment, by protecting synapses, may indirectly increase excitatory input onto compromised inhibitory neurons in *Mef2c*-hets, thus enhancing their activity in order to compensate for the E/I imbalance.

Our results also show that VGAT was substantially reduced in *Mef2c*-het mouse hippocampus. In accord with this finding, functional inhibitory synaptic transmission was reduced, as demonstrated in recordings of spontaneous mIPSCs. In addition, VGLUT2 was aberrantly upregulated, consistent with an increase in excitatory neurotransmission, as documented by increased mEPSC frequency. Consequently, dysfunctional inhibitory and excitatory neurotransmission contribute to E/I imbalance in the hippocampus of *Mef2c*-het mice. This pathophysiology may contribute eventually to both synapse elimination, loss of LTP, and neuronal loss. Importantly, NitroSynapsin substantially improved all three parameters in *Mef2c*-het mice, with increases in synaptic markers, LTP, and neuronal number. Moreover, NitroSynapsin significantly improved autistic/MCHS-like behaviors in *Mef2c*-het mice. In conclusion, we demonstrate that *Mef2c*-het mice represent a useful model for human MCHS. We further show that E/I imbalance may play a role in the pathogenesis of MCHS. Restoring synaptic plasticity and preventing neuronal loss with an appropriate NMDAR antagonist can rescue or ameliorate autistic/MCHS-like phenotypes in *Mef2c*-het mice.These results may thus have implications for the treatment of human MCHS and other forms of ID and ASD.

## Methods

### Mice and drug treatments

*Mef2c* heterozygous knockout (*Mef2c*-het) mice were created on the C57BL/6J background by crossing mice carrying the conventional exon 2-deleted allele of *Mef2c* (*Mef2c* ^Δ*2*^)^45^ with their WT littermates. All procedures for maintaining and using these mice were approved by the Institutional Animal Care and Use Committee (IACUC) at the Sanford Burnham Prebys Medical Discovery Institute. In this study, only male mice were used for thebehavioral assays to insure uniformity (either with or without drug treatment). Chronic treatment with memantine^46^, NitroSynapsin (both at 4.6 µmol/kg body weight)^35,47^ or vehicle (PBS) was administered via i.p. injection, twice a day for at least 3 months, starting at ~2.5 weeks of age. This age was chosen because mice are still juveniles and thus treatment could begin in human at an equivalent stage. We chose the dose and duration of drug treatment based on previous studies in which NitroSynapsin exhibited significant protective effects on neurons and synapses^35,47^.

Mice were randomly distributed to memantine, NitroSynapsin, or vehicle groups before being genotyped. Laboratory workers performing the i.p. injections and behavioral tests were blinded to genotypes. After behavioral tests, mice were used for either immunohistochemistry or electrophysiology, as described below, and studied in a blinded fashion.

### Locomotor activity

Locomotor activity was measured in polycarbonate cages (42 × 22 × 20 cm) placed into frames (25.5 × 47 cm) mounted with two levels of photocell beams at 2 and 7 cm above the bottom of the cage (San Diego Instruments, San Diego, CA). These two sets of beams allowed recording of both horizontal (locomotion) and vertical (rearing) behavior. A thin layer of bedding material was applied to the bottom of the cage. Mice were tested for 30 or 120 min depending on the exact test.

### Paw clasping

For the paw clasping test^10,37^, mice were picked up by the distal third of their tails and observed for 10 s. They were rated in a blinded fashion with regard to genotype based on clasping of the front and/or back paws: 0—no paw clasping, 1—occasional clasping of front paws, and 3—constant clasping of front paws and occasional clasping of back paws.

### Barnes maze

The Barnes maze consisted of an opaque Plexiglas disc 75 cm in diameter, elevated 58 cm above the floor by a tripod. Twenty holes, 5 cm in diameter, were located 5 cm from the perimeter, and a black Plexiglas escape box (19 × 8 × 7 cm) was placed under one of the holes. Distinct spatial cues were located all around the maze and kept constant throughout the study. On the first day of testing, a training session was performed, which consisted of placing the mouse in the escape box and leaving it there for 1 min. One minute later, the first session was started. At the beginning of each session, the mouse was placed in the middle of the maze in a 10-cm high cylindrical black start chamber. After 10 s, the start chamber was removed, a buzzer (80 dB) and a light (400 lux) were turned on, and the mouse was set free to explore the maze. The session ended when the mouse entered the escape tunnel or after 3 min had elapsed. When the mouse entered the escape tunnel, the buzzer was turned off and the mouse allowed to remain in the dark for 1 min. When a mouse did not enter the tunnel by itself, it was gently put into the escape box for 1 min. The tunnel was always located underneath the same hole (stable within the spatial environment), which was randomly determined for each mouse. Mice were tested once a day for 12 days for the acquisition portion of the study. Note, in general, the Barnes maze is often preferred in mice over the Morris water maze because it is less stressful. However, since we had tested rodents with NitroSynapsin for other indications using the Morris water maze^36^, it was also used here for drug testing to afford comparison.

### Morris water maze

We tested spatial reference learning and memory using a version of the conventional Morris water maze^48^. The mice were trained to swim to a platform 14 cm in diameter and submerged 1.5 cm beneath the surface of the water. The platform was invisible to the mice while swimming. If a mouse failed to find the platform within 60 s, it was manually guided to the platform and allowed to remain there for 10 s. Mice were given four trials a day for as many days as necessary to reach the criterion (<20 s mean escape latency). Retention of spatial training was assessed 24 h after the last training trial. Both probe trials consisted of a 60-s free swim in the pool without the platform. The ANY-maze video tracking system (Stoelting Co.) was used to videotape all trials for automated analysis.

### Three chamber social interaction

This test was originally developed by the Crawley group^49^ for an animal model of autism. Autistic individuals show aberrant reciprocal social interaction, including low levels of social approach and unusual modes of interaction. We used a social interaction apparatus consisting of a rectangular, three chambered Plexiglas box, with each chamber measuring 20 cm (length) × 40.5 cm (width) × 22 cm (height).Walls dividing the chamber were clear with small semicircular openings (3.5 cm radius), allowing access into each chamber. The middle chamber was empty and the two outer chambers contained small, round wire cages (Galaxy Cup, Spectrum Diversified Designs, Inc., Streetsboro, OH). The mice were habituated to the entire apparatus for 5 min. To assess social interaction, mice were returned to the middle chamber, this time with a stranger mouse (C57BL/6J of the same sex tethered to the wire cage). Time spent in the chamber with the stranger mouse and time spent in the empty wire cage-containing chamber were each recorded for 5 min, as was the number of entries into each chamber. Experimental mice were tested once, and the stranger C57BL/6J mice were used for up to six tests.

### Hole board exploration

The apparatus consisted of a Plexiglas cage (32 × 32 × 30 cm) with 16 holes in a format of 4 × 4 (each 3 cm in diameter) equally spaced on an elevated floor. The explorative activity including the number of head-dips and the time spent head-dipping were measured for 5 min^50^.

### Motor behavioral tests

Balance was measured by the latency to fall off the elevated (40 cm) horizontal rod (50 cm long) in four 20 s trials. A flat wooden rod (9 mm wide) was used in trials 1–2 and a cylindrical aluminium rod (1 cm diameter) was used in trials 3–4. In each trial, the animals were placed in a marked central zone (10 cm) on the elevated rod. A score of 0 was given if the animal fell within 20 s, 1 if it stayed within the central zone for 20 s, 2 if it left the central zone, and 3 if it reached one of the ends of the bar.Traction capacity was measured over three 5-s trials as the ability of the animal to raise the hind limbs while remaining suspended by the forepaws grasped around an elevated horizontal bar (2 mm diameter). A score of 0 was given if the animal raised no limbs, 1 if it raised one limb, and 2 it raised the two limbs. Muscle Strength was determined by one trial of 60 s in which the mice were placed in the middle of the horizontal bar in an upside-down position and the latency until falling down was measured. For the vertical pole test, mice were placed with heads pointing upwards on a vertical wooden pole covered with cloth tape (1 cm diameter; height: 75 cm in trial 1, 55 cm trials 2–3). The latency to turn downward and the total time to descend to the floor over three trials was recorded. If the mouse did not turn downwards, dropped or slipped down, a default value of 60 s was recorded.

### Hippocampal slice preparation and electrophysiology

One to six-month-old mice were anesthetized with isoflurane overdose and decapitated. The brain was rapidly dissected, and hippocampal slices (350 µm in thickness) were collected in ice-cold dissection buffer containing the following (in mM): 212 sucrose, 3 KCl, 5 MgCl_2_, 0.5 CaCl_2_, 1 NaH_2_PO_4_, 26 NaHCO_3_, and 10 glucose (pH 7.4). The CA3 region was cut to avoid epileptiform activity. Slices were placed at 30 °C in artificial cerebrospinal fluid (ACSF) containing the following (in mM): 124 NaCl, 5 KCl, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_, and 10 glucose (pH 7.4). ACSF and dissection buffer were bubbled with 95% O_2_/5% CO_2_. Before recordings, slices were placed in a submersion-recording chamber, maintained at 30 °C, and perfused with ACSF for ≥1 h.

For extracellular field recordings, concentric, bipolar tungsten electrodes were used to activate Schaffer collateral/commissural (SC) fibers in the hippocampal CA1 region. Extracellular glass microelectrodes filled with ACSF (resistance ~1–3 MΩ) were placed in the stratum radiatum to measure field excitatory post-synaptic potentials (fEPSPs). For baseline recordings, slices were stimulated at 0.033 Hz for 20 min at stimulation intensities of 30–40% of those used to elicit the largest measured fEPSP amplitude. LTP was induced by applying high-frequency stimulation consisting of three 100 Hz pulses (duration: 1 s, interval: 20 s). PPF was tested by applying two pulses with interstimulus intervals ranging from 20 to 200 ms. A Multiclamp 700B amplifier (Molecular Devices) was used for experiments. Data were sampled at 5 kHz and analyzed using the Clampfit 10 program (Molecular Devices).

Synaptic activity was recorded from DG granule neurons using the whole-cell voltage-clamp technique. Data were acquired using a Multiclamp 700B amplifier and Clampex 10.2 software (Molecular Devices). Recordings were sampled at 200 µs and filtered at 2 kHz. ACSF was used as the external bath solution, with 50 µM picrotoxin and 1 µM tetrodotoxin (TTX) to isolate spontaneous mEPSCs, or 10 µM 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX), 50 µM (2R)-amino-5-phosphonopentanoate(AP5), and 1 µM TTX to isolate spontaneous mIPSCs. All solutions were allowed to equilibrate for at least 20 min prior to initiating recording. The pipette internal solution for the voltage-clamp experiments contained the following (in mM): 120 K-gluconate, 15 KCl, 1 MgCl_2_, 5 HEPES, 5 EGTA, 2 Mg-ATP, pH 7.4 (300 mOsm). mEPSCs and mIPSCs were typically recorded for at least 3–5 min and analyzed using the Mini Analysis Program version 6.0.3 (Synaptosoft).

### Immunohistochemistry and unbiased stereological counting

Mice were perfused with PBS buffer and then 2% paraformaldehyde in PBS (PFA). After perfusion, brains were removed, and placed into 2% PFA overnight for post-fixation and then sunk in 30% sucrose in PBS prior to freezing. Cryostat sections were cut at a thickness of 15 µm. Sections were soaked in Antigen Unmasking Solution (Vector) and microwaved for 30 s, followed by permeabilization with 0.25% Triton X-100 in PBS for 15 min. Primary antibodies were incubated for 16 h at 4 °C and fluorescence-conjugated secondary antibodies for 2 h at 25 °C. Numerous unstained cells in each field served as an internal control for staining specificity. Primary antibodies included: NeuN (1:1000, mouse, EMD Millipore), activated caspase-3 (1:500, rabbit, Cell Signaling), VGLUT1 (1:200, guinea pig, Synaptic Systems (SYSY)), VGLUT2 (1:200, rabbit, SYSY), VGAT (1:250, mouse, SYSY), synaptophysin (1:200, mouse, Sigma), GFAP (1:500, mouse, Sigma), PCNA (1:100, mouse, Santa Cruz), and DCX (1:250, goat, Santa Cruz). TUNEL assay was performed to assess apoptosis using the Roche in situ cell death detection Kit per vendor’s instruction. The number of cells positive or percent area occupied by NeuN, activated caspase-3, TUNEL, GFAP, PCNA, or DCX was counted in specific brain regions using an optical dissector, or estimated by quantitative confocal immunohistochemistry or optical density^10,35,46^.

### Preparation of brain lysates and western blotting

Brain tissue was homogenized in 10 volumes of cold sucrose buffer (0.32 M sucrose, 25 mM HEPES, pH7.4). After a brief centrifugation at 3000×*g* for 5 min at 4 °C, the supernatant was collected and centrifuged at 10,000×*g* for 12 min at 4 °C. The outer three-fourths of the pellet was collected and re-suspended using the same sucrose buffer by gentle pipetting, while the dark center containing mitochondria was avoided. After a second centrifugation at 10,000×*g* for 12 min at 4 °C, the pellet without a dark center was collected in cold HBS (25 mM HEPES, pH 7.4, 150 mM NaCl) as the synaptosome-enriched brain lysate and used for western blot experiments^51^. Primary antibodies for immunoblotting included: VGLUT1 (1:1000, guinea pig, SYSY), VGLUT2 (1:1000, rabbit, SYSY), GAD65 (1:1000, rabbit, Millipore), synaptophysin (1:1000, mouse, Millipore), MEF2C (1:500, rabbit, Proteintech), α-tubulin (1:20,000, mouse, Sigma), and β-actin (1:10,000, mouse, Sigma) and followed by appropriate secondary antibodies^52^. Note that GAD65 was used instead of VGAT for immunoblotting because the former antibody proved superior forwestern blots. The immunosignals were captured on Kodak x-ray film and quantified using ImageJ version 1.45s (http://rsb.info.nih.gov/ij/). All uncropped western blots can be found in Supplementary Fig. 12.

### Golgi staining and Sholl analysis

Standard Golgi-Cox impregnation was performed with WT and *Mef2c*-het brains using the FD Rapid GolgiStain kit (FD NeuroTechnologies, Inc.) according to the manufacturer’s instructions. After a 3D montage of an entire cell was taken at ×40 by deconvolution microscopy and reconstructed with SlideBook 5.0 software (Intelligent Imaging Innovations), Neurolucida neuron tracing software (MBF Bioscience) was used to delineate the whole cell profile and Sholl analysis was performed, as described in detail elsewhere^39^. Cumulative dendritic intersections and dendritic lengths were analyzed.

### Adult neurogenesis

To study adult neurogenesis, 8-week-old mice were injected i.p. twice daily for 5 consecutive days with BrdU (50 mg/kg body weight) and perfused with 4% PFA 4 weeks after the last injection. Brains were then dissected and fixed overnight in 4% PFA, rinsed, cryoprotected, and frozen in liquid N_2_. Cryosections (30 or 40 µm in thickness) were sliced on a cryostat. Standard immunostaining procedures were used for primary antibodies with appropriate conjugated secondary antibodies. For BrdU immunostaining, sections were pretreated in 2 N HCL for 30 min. Cells positive for PCNA, DCX, BrdU, NeuN, or mCherry were analyzed in serial sections through the hippocampal DG of *Mef2c*-het and WT mice. We counted positive cells under a ×63 objective using SlideBook software. The total number of cells was counted using an optical dissector technique. Pictures were taken with the same exposure time and contrast/brightness parameters. The mean intensity for a particular marker was determined using ImageJ software and normalized to the average intensity of DG granule neurons. A minimum of six pictures containing at least 40 cells was analyzed for each marker.

### Microarray and NextBiogene network analysis

Total RNA was extracted from frozen tissues prepared from the hippocampi of WT and *Mef2c*-het mice at postnatal day 30, using the Qiagen miRNA kit. RNA concentrations were determined using a Nanodrop spectrophotometer (Thermo Fisher Scientific), and RNA quality was assessed using an Agilent Bioanalyzer. All RNA samples included in the expression analysis had an RNA integrity number (RIN) >8. MouseRef-8 v2 expression beadchip (Illumina) was used for the gene-expression microarray. Microarray data analysis was performed using the R software and Bioconductor packages. Raw expression data were log2 transformed and normalized by quantile normalization. Data quality control criteria included high inter-array correlation (Pearson correlation coefficients >0.85) and detection of outlier arrays based on mean inter-array correlation and hierarchical clustering.

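Among the 8 P30 arrays, Pearson's r over all probes between the log2 signals of a pair of arrays was 0.985 to 0.997 with a median of 0.991 over 28 pairs, and among the 8 P1 arrays it was 0.986 to 0.997. Between P1 and P30 arrays r was 0.921 to 0.944. The mean r of a P30 array with the 7 others was between 0.990 and 0.994, and no array stood alone. Hierarchical clustering by average linkage on 1 minus r split the P30 arrays into a cluster of 5 and a cluster of 3, which holds WT replicates 6 and 7 and *Mef2c*-het replicate 7, and split the P1 arrays into 6 and 2, the smaller of which holds WT replicate 8 and *Mef2c*-het replicate 8. On the smaller clusters the background was higher, with a 5th percentile of the signals of 143.8 to 158.4 at P30 against 105.8 to 124.6 on the other P30 arrays. The first principal component of the P30 arrays held 60.9% of the variance and separated the clusters, not the genotypes.

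**Figure D4:**
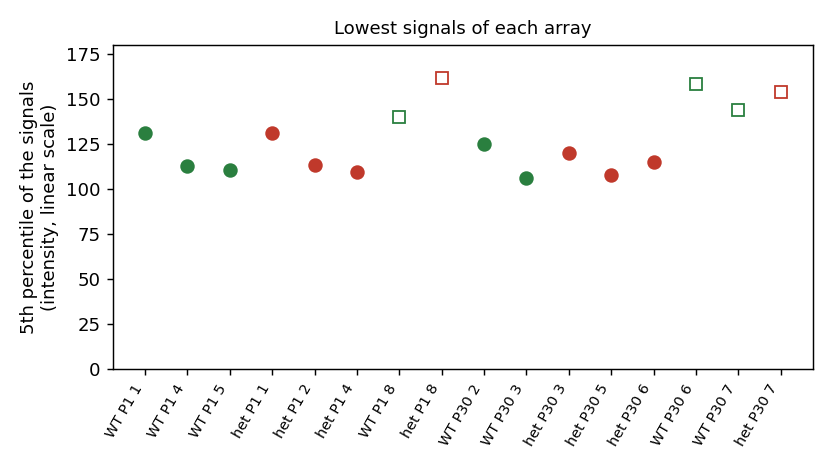
The 5th percentile of the 25697 signals (intensity, linear scale) on each of the 16 arrays, with WT in green and *Mef2c*-het (het) in red. Open squares are the arrays of the smaller cluster at each age, at 140.0 to 161.4, above all other arrays.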

For pathway enrichment analysis, all genes whose expression was statistically altered (*P* < 0.05) in *Mef2c*-het mice relative to WT mice were clustered for GO terms using the pathway enrichment application of NextBio (Illumina, Inc.). 

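The probes with an unadjusted p under 0.05 at P30 are those of 308 genes, out of 9920 genes with a tested probe, so that 220 lower and 88 higher genes could enter such an enrichment. With the filter used here, only genes with a tested probe could reach an unadjusted p under 0.05. Without a filter all 25697 probes were tested, and 822 had an unadjusted p under 0.05. The members of the GO terms are not among the deposited data, and the enrichment was not repeated.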

The background set of genes used was the entire human genome. Rank scores were assigned by NextBio^53^. Genes clustered to GO terms related to neuronal development were prioritized for validation of changes in gene expression.

### Statistical analysis

Data are reported as mean ± s.e.m. Statistical tests in each experiment are listed here, in figure legends, or in the text. All data were analyzed using the Prism 6 program **(**GraphPad Software, Inc.). For data with a normal distribution, statistical significance was determined by Student’s *t* test for pairwise comparisons. An ANOVA with Tukey’s, Dunnett’s, or Newman-Keuls post hoc analysis was used for multiple comparisons. For categorical data, a *χ* ^2^ test or Fisher’s exact test on a 2 × 2 contingency table was employed. For data not fitting a normal distribution, non-parametric tests were used. *P* < 0.05 was considered statistically significant.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding authors upon reasonable request. The raw data for the microarray (presented in Supplementary Data 1) have been deposited in the NCBI GEO database under accession code GSE103298.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: NitroSynapsin therapy for a mouse MEF2C haploinsufficiency model of human autism
**Source:** Nat Commun. 2017 Nov 14;8:1488. doi: 10.1038/s41467-017-01563-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

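The available copy of this table holds the first 1285 of 13216 probes, up to a P-value of 0.140. The paper's table gives 349 probes with a P-value under 0.05, of which 249 are lower and 100 higher in *Mef2c*-het mice, and 1 with an FDR corrected P-value under 0.05, *Ccl9*. When all 16 arrays were normalized and fitted together by limma, with the probes that had a detection p under 0.01 on at least 4 of the 16 arrays, 13216 probes were tested. Under this setting, chosen after the table's values were seen, 349 probes had an unadjusted p under 0.05 and every listed log2 fold change was met to within 9.23e-07 and every P-value to within 0.000488%. The normalized expression values of the 8 P30 arrays were met to within 5.0e-05. In the fit of the 8 P30 arrays alone, 1257 of the 1285 listed probes were tested. All 1257 had the same direction as in the table, and 237 of the 349 had an unadjusted p under 0.05 there too.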

Description: Results for differential gene expression (sorted by decreasing *P*-values) between WT and *Mef2c*-het for hippocampus at postnatal day 30 (*n* = 4 per group) as analyzed using limma package in R. Shown are the log2 Fold change (log2FC), t-statistics (t), *P*-value (*P*.Value), FDR corrected P-value (adj.P.Val), b-statistics (B), Z-scores in *Mef2c*-het samples (compared to WT). Normalized expression values for each sample are provided.

How the deposited data were processed for this re-analysis (not part of the article)

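Hippocampal RNA of 16 mice was measured on Illumina MouseRef-8 v2 beadchips, with 4 *Mef2c*-het and 4 WT mice at each of P1 and P30 and 1 array per mouse. The labels give no sex, litter or chip. The deposited table gives, for each of 25697 probes and each array, the mean intensity of the beads on a linear scale, not normalized between arrays, a detection p-value against negative control beads, the standard error over the beads as an intensity, and the number of beads. Whether a local background was subtracted is not stated. The lowest intensity is 92.8, so no constant was added before taking logarithms. The paper's methods state that the authors then transformed the values to log2 and quantile normalized them, and the description of Supplementary Data 1 names limma.

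Log2, quantile normalization and limma were applied here to the deposited intensities with R 4.3.3 and limma 3.58.1. The paper's text names neither a filter on dim probes nor the arrays normalized together. Chosen here were normalization over the arrays of a fit alone and a filter to probes with a detection p under 0.05 on at least 4 of them, then lmFit with eBayes, two-sided, with Benjamini-Hochberg adjustment over the probes tested. Supplementary Data 1 is met by other choices, all 16 arrays together and a detection p under 0.01, under which all 349 of its probes with a P-value under 0.05 are called, against 237 with the choices made here. The comparisons were *Mef2c*-het against WT at P30 (13413 probes tested) and at P1 (13566 probes), each in a fit of 8 arrays, and, in a fit of all 16 arrays (14777 probes), the difference of the genotype effect between the ages and WT P30 against WT P1. Probes were named by the Entrez gene numbers, RefSeq accessions or symbols of the deposited table, matched to the RefSeq gene table of GRCm38.p6 for 25376 of the 25697 probes. A gene is named by its current symbol, so that the table's Viaat is *Slc32a1*, BC046386 is *Pkd2l1*, C77668 is *Ints3* and D11Bwg0517e is *Rbfox3*.

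The genes named in the text were fixed by a rule written in advance: the genes the paper names as mRNA or protein markers, the first 10 genes of Supplementary Data 1, the probes past the adjusted threshold, the 5 higher and 5 lower probes of smallest p whose groups do not overlap at P30, and the 2 largest rises and 2 largest falls. Genes named outside the rule are marked as chosen after their values were seen. Gene lists were likewise written in advance from general knowledge: synapse, neurogenesis and neuron death regulation after the biogroups of Table 1, and 10 marker lists (proliferating cells, GABAergic interneurons, microglia, astrocytes, oligodendrocytes, choroid plexus, thalamus, striatum, blood and immediate early genes). The first 10 genes of Supplementary Data 1 were known when the lists were written. Of these, *Ccl9* is in the microglia list and *Enpp6* in the oligodendrocyte list, so these lists are not independent of the P30 arrays. The 3 gene lists were planned for P30 and the marker lists for both ages, and the gene lists at P1 were added after the data were seen. They were tested with limma's camera with an inter-gene correlation of 0.01, with fry and with camera under an estimated correlation as checks, on the probe of highest mean signal of each gene. Adjustment was over the 3 gene lists and the 10 marker lists at each age, and over 13 lists for the difference between the ages. Single probes were also compared by a two-sided exact permutation test over the 35 splits of 8 arrays. The p-values of limma, camera and fry come from models across the probes and are not exact, and a camera p without adjustment is given only beside the count of other splits of the arrays or as a check of an explanation.

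The alternatives fixed in advance were normexp background correction by detection p-values with an offset of 16, scaling to a common median, cyclic loess, no filter, a detection p under 0.01, as many probes as Supplementary Data 1 lists, a single probe per gene, an equal-variance t-test per probe, limma with trend and robust variances, sex as a covariate, the replicate number as a block, all 16 arrays together, and leaving out each array in turn. A block for the chip was planned and could not be run, since the columns do not name the chips. Added after the data were seen were a block for the array clusters, the larger cluster alone, the setting that rebuilds Supplementary Data 1, the microglia list without *Ccl9* and *Ly86*, the 3 gene lists at P1, and the lists for the difference between the ages. Each count was compared with that of other splits of the same arrays.

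Median bead numbers of 36 to 39 and a median standard error over the beads of 3.38% to 4.05% describe only the spread among the beads of an array. Between arrays of a group, the median difference was 0.947 to 1.42 times its bead error, where bead error alone gives 0.674. The 4 arrays per group limit the precision of a comparison. The steps were tested on simulated data with 200 changed probes. At P30, 94% of 50 probes with a true log2 fold change of 1 in size and 68% of 50 with 0.5 passed the adjusted threshold, and 4% with 0.25. Of the unchanged probes 5.20% had an unadjusted p under 0.05, and 11 passed the adjusted threshold. A simulated list of 50 genes shifted by -0.25 was called, with a camera p of 5.10e-21, and an unshifted list was not, with 0.540. The simulated probes vary independently, which real probes do not.

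The quantitative PCR, histology, electrophysiology and behavior of the paper have no deposited data, and the NextBio enrichment was not repeated. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.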

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

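The tests of neighbouring genes, of the array clusters as a block for the lists, of *Ccl9* against the other microglia genes and in the P1 mice, of the *Arl3* probes, of single arrays, and of other splits for the synapse list at P1, for the synapse and oligodendrocyte lists between the ages and for the blocked counts at adjusted p, as well as the synapse, neurogenesis and neuron death lists at P1, and all lists for the difference between the ages were chosen only after the result was seen. The other tests were written before.

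On 7 of 146 groups of 4 arrays, an array lay far from the other 3, where chance gives about 7.3. The gap between that array and the nearest other, over the range of the group, was 0.861 for the *Arl3* probe ILMN_2786860 on WT P30 replicate 6 (11.89 against at most 11.52), 0.953 for *Ms4a6d* on WT P30 replicate 7 (7.64 against at least 7.80), 0.844 for the *Arl3* probe ILMN_1238801 on *Mef2c*-het P30 replicate 5 (8.55 against at least 11.02), 0.884 for *Myl1* on *Mef2c*-het P30 replicate 5 (8.43 against at most 8.02), 0.835 for *Ints3* on WT P1 replicate 8 (8.38 against at most 8.32), 0.851 for *Akr1c18* on *Mef2c*-het P1 replicate 8 (7.31 against at least 7.45) and 0.895 for *Pgrmc1* on *Mef2c*-het P1 replicate 8 (8.67 against at least 10.11). Their number is that of chance, so these flags by themselves need no explanation. For *Pgrmc1* the flagged array is in the smaller cluster of the P1 arrays. The other array of that cluster, WT P1 replicate 8, was low too, at 8.32, so this flag goes with the cluster. Both *Arl3* probes were examined further. Over the 8 P30 arrays ILMN_1238801 ranged over 4.00 log2 units and ILMN_2786860 over 0.564, and the 2 moved together (r = 0.886, against -0.230 over the P1 arrays). A change in the level of all *Arl3* transcripts is argued against as the whole source, since within the groups the second probe moved by 0.119 (standard error 0.0368) for each log2 unit of the first, where such a change needs about 1, but a small shared change stays open. A transcript that only the first probe reads, or a variant under it, could give the unequal ranges. A variant by itself would not give the shared part, and these were not tested apart.

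At P1, an age the paper does not analyse, camera placed the microglia list lower in *Mef2c*-het mice. Camera also called a difference of its genotype effect between the ages. At P1 the 17 tested genes of the microglia list had a median log2 fold change of -0.17, with 15 lower in *Mef2c*-het mice (camera p = 1.70e-12, which 1 of 35 splits in an exact permutation of the P1 arrays, the real one, gave). This argues against chance, but limma's fry (adjusted p = 0.331) and camera with an estimated correlation (adjusted p = 0.200) did not pass. The effect between the ages had a median of 0.34, with 15 of 17 genes higher (camera p = 1.37e-11, as small in 1 of 100 splits drawn in a permutation of the arrays), again not past adjustment under limma's fry (adjusted p = 0.186). Unequal genotypes in the array clusters are argued against at P1, where each cluster holds as many WT as *Mef2c*-het arrays and the block left camera p at 1.49e-12, and unequal numbers of males and females are argued against by the fit with sex, which left it at 4.97e-09 with a median of -0.16. Blood left in the tissue stays open: the blood list had a median of -0.13 with 5 tested genes (limma's camera, adjusted p = 0.538), too few to decide, so the 2 cannot be told apart. The arrays of the groups overlap, as WT P1 replicate 5 (-0.20 against the WT mean) lay below *Mef2c*-het P1 replicate 1 (-0.04) and replicate 4 (-0.15). None of the listed genes is in another list. Genes outside the list with a small unadjusted p at P1, named after their values were seen, included *Spp1* (log2 fold change -1.76) and *Gpr34* (-0.34), and, in the other direction, *Ms4a6d* (0.36), each with the groups apart and no pass after adjustment in the fit without a block. *Spp1* did pass with the replicate block (adjusted p = 0.000888 from limma) and, chosen after the data were seen, with the array cluster as a block (adjusted p = 0.00294 from limma) and in the larger cluster alone (adjusted p = 0.0200 from limma). The replicate block compares only arrays whose number both genotypes share. These numbers were not read as pairs, so a pass under that block adds little. A lower number or a different state of microglia in *Mef2c*-het mice at P1 is a candidate explanation that was not tested apart from these.

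*Ccl9* was lower in *Mef2c*-het mice at P1 as well (log2 fold change -0.684, standard error 0.101, adjusted p = 0.481 from limma, every *Mef2c*-het array below every WT array, two-sided exact permutation test, p = 0.0286, the smallest possible). It did pass at P1 with the replicate block (adjusted p = 0.0107 from limma) and with all 16 arrays together (adjusted p = 0.0194 from limma). The replicate block takes WT P1 replicate 5 out of the comparison, since no *Mef2c*-het array shares its number. That array had the lowest WT signal of *Ccl9* at P1, 8.10. With the array cluster as a block it did not (adjusted p = 0.0845 from limma). The difference between the ages was -0.11 (standard error 0.12, adjusted p = 0.998 from limma). Fewer microglia cannot be its whole source. At P30 the other 16 microglia genes had a median of 0.138, with 13 higher, and at P1 a median of -0.163, with 1 falling by more than *Ccl9*. A strain segment carried along with the *Mef2c* allele is argued against, since *Ccl9* lies on chromosome 11 and *Mef2c* on chromosome 13. For a count of 1 probe past adjustment at P30 chance was not excluded: 4 of 35 splits gave at least 1, and 2 of the other 3 put all 3 arrays of the smaller cluster on a side. For *Ccl9* itself, the probe of smallest p at P30, chance is argued against by the separate P1 mice, in a test chosen after both results were seen: it had the smallest p of the 13566 probes there too, and 1 of 35 splits of the P1 arrays in an exact permutation, the real one, gave it as small a p. With the cluster as a block *Ccl9* had an adjusted p of 0.00202, and 4 of 30 splits within the clusters gave at least 1 probe. A direct or indirect effect of *Mef2c* on *Ccl9* may be behind a fall seen in all 8 *Mef2c*-het mice of both ages, as a hypothesis.

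Synapse genes differed between the ages: the genotype effect at P30 minus that at P1 had a median of -0.11, with 42 of 50 genes lower (camera p = 1.90e-05, as small in 4 of 100 splits drawn in a permutation of the arrays). That share is under 5%, but the test was chosen after the result was seen among 13 lists and is not corrected for this, so it argues against chance only weakly. At P1 the list lay higher in *Mef2c*-het mice, with a median of 0.04 and 31 of 45 genes (camera p = 0.0148, as small in 12 of 35 splits in an exact permutation, so that chance was not excluded). For the fall at P30 (camera p = 0.000998) 8 of 35 splits in an exact permutation gave as small a p, and chance was not excluded. Unequal genotypes in the array clusters are argued against as the whole source at P30, where the block left camera p at 0.000765 and the median at -0.06. Fry called none of the 3 (adjusted p = 0.550 between the ages, from limma), nor did camera with an estimated correlation (adjusted p = 0.487 between the ages), and the P1 call was lost when WT P1 replicate 4 or *Mef2c*-het P1 replicate 8 was left out, among others. The P1 call was also lost under cyclic loess, with a detection p under 0.01 and with sex as a covariate. What remains is a small shift shared by many genes, which may come from the dissection or from differences among mice as well as from genotype, and none of these was tested apart.

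For oligodendrocyte genes the genotype effect differed between the ages with a median of -0.17 and 9 of 13 genes lower (camera p = 0.00952, as small in 14 of 100 splits drawn in a permutation of the arrays). Chance was not excluded, and limma's fry gave an adjusted p of 0.550. No biological explanation was tested.

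Between WT P30 and WT P1, 8818 of 14777 probes passed adjustment, 4140 higher and 4678 lower at P30. Chance is excluded, since 1 of 35 splits of the WT arrays gave as many and the next most was 0. Age stays the design's explanation, and whether the chips differ between ages is not known from the columns. The oligodendrocyte list rose by a median log2 fold change of 4.34 and the list of proliferating cells fell by 1.84.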

How the results depend on the processing

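The array cluster as a block, alone or with all probes, the larger cluster alone, the setting with all 16 arrays and a detection p under 0.01, the microglia list without *Ccl9* and *Ly86*, the synapse, neurogenesis and neuron death lists at P1, and the lists for the difference between the ages were chosen only after the data were seen. The other alternatives were planned. Unless a sentence gives a reason, the cause was not tested.

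For P30 genotype, probes at unadjusted p under 0.05, the count of 316 was 159 under median scaling, 822 with all probes (more probes tested), 571 with the array cluster as a block, 1130 with this block and all probes, and 576 in the larger cluster alone. It ranged from 155 (without *Mef2c*-het replicate 6) to 1367 (without *Mef2c*-het replicate 7) with an array left out, and was also 508 without WT replicate 2, 173 without *Mef2c*-het replicate 3 and 205 without WT replicate 6. Without *Mef2c*-het replicate 7 the smaller cluster holds WT arrays alone, so that the cluster follows the genotype more closely. Under cyclic loess the share of lower probes fell from 71.8% to 56.9% (162 higher, 214 lower), and with the cluster as a block it was 49.6% (288 higher, 283 lower). The block kept 281 of the 316 probes. The median of all probes at P30, -0.01, was 0.01 under median scaling, 0.01 under cyclic loess and -0.02 under normexp correction.

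At adjusted p the P30 count of 1 was 0 under normexp correction, median scaling, cyclic loess, the equal-variance t-test and in the larger cluster alone. With an array left out it ranged from 0 to 1, and was 1 only without *Mef2c*-het replicate 3, so that leaving out WT replicate 2, 3, 6 or 7 or *Mef2c*-het replicate 5, 6 or 7 removed the call. Under each alternative with all 8 arrays that gave 1 probe it was *Ccl9*, with an adjusted p between 0.00202 and 0.0286. Its log2 fold change was below -0.69 under every alternative run.

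For P1 genotype, probes at unadjusted p under 0.05, the count of 220 was 75 under median scaling, 654 with all probes, 337 with all 16 arrays together, 426 with the cluster as a block, 992 with this block and all probes, and 334 in the larger cluster, and ranged from 108 (without WT replicate 4) to 444 (without WT replicate 8), with 380 without WT replicate 5. At adjusted p the count of 0 became 2 with all 16 arrays together (*Ccl9* and *Ly86*), 2 with these arrays and a detection p under 0.01 (the same pair), and 1 (*Spp1*) with the cluster as a block, with this block and all probes, and in the larger cluster, and stayed from 0 to 0 with an array left out. For *Spp1* the blocked log2 fold change was -1.76 (adjusted p = 0.00294). For age by genotype, probes at unadjusted p under 0.05, the count of 438 was 224 under median scaling, 906 with all probes and 683 with the cluster as a block, and ranged from 283 (without *Mef2c*-het P30 replicate 6) to 941 (without *Mef2c*-het P30 replicate 7), with 288 without WT P1 replicate 4 and 741 without WT P1 replicate 8. At adjusted p the count of 0 became 1, *Spp1*, with the block and stayed from 0 to 0 with an array left out. The 8818 probes of WT P30 against WT P1 were between 6701 and 8905 under the alternatives set in advance and between 8255 and 8770 with an array left out, all within 1.5 times the count.

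The replicate block took the numbers of the labels, some of which are shared by a WT and a *Mef2c*-het array (3, 6 and 7 at P30, and 1, 4 and 8 at P1). In the fits of a single age, an array with an unshared number takes no part in the genotype difference under this block. These are WT replicate 2 and *Mef2c*-het replicate 5 at P30, and WT replicate 5 and *Mef2c*-het replicate 2 at P1. Over the probes, the deviations of the arrays that share a number correlated by 0.185, -0.532 and 0.708 at P30 and by 0.0900, 0.402 and 0.828 at P1, high only where both arrays lie in the smaller cluster, so the numbers were not read as pairs. With the replicate block the count was 502 for P30 genotype, probes at unadjusted p under 0.05 (232 higher, 270 lower), 949 for P1 genotype, probes at unadjusted p under 0.05, and 723 for age by genotype, probes at unadjusted p under 0.05, and at adjusted p 0 at P30 and 3 at P1 (*Spp1*, *Ccl9* and *Ly86*).

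Of the lists, with p adjusted over the family, the synapse list at P30 (0.00299) was 0.456 under fry and 0.330 with an estimated correlation, and ranged from 7.46e-05 (without *Mef2c*-het replicate 5) to 0.261 (without *Mef2c*-het replicate 3) with an array left out. The microglia list at P30 (0.00325) was 0.561 under fry, 0.373 with an estimated correlation, and from 0.000425 (without *Mef2c*-het replicate 7) to 0.103 (without *Mef2c*-het replicate 3). At P1 the microglia list (1.70e-11) was 0.331 under fry and 0.200 with an estimated correlation, and from 4.14e-16 to 3.85e-07 with an array left out. The synapse list at P1 (0.0444) was 0.960 under fry and 0.873 with an estimated correlation. With an array left out it ranged from 0.00180 to 0.936. Between the ages the synapse list (0.000123) was 0.550 under fry and 0.487 with an estimated correlation, and from 1.16e-05 to 0.00658 with an array left out, and the microglia list (1.78e-10) was 0.186 and 0.0904, and from 4.91e-13 to 1.09e-07. The oligodendrocyte list between the ages (0.0412) was 0.550 under fry and 0.487 with an estimated correlation. With an array left out it ranged from 0.000131 to 0.443. Without *Ccl9* and *Ly86* the microglia list kept its direction and side of the threshold in all 3 comparisons. For the choroid plexus list the direction of camera changed and the threshold was passed at P30 without WT replicate 2 (0.0411; range 0.0411 to 0.949) and at P1 without WT replicate 1 (0.0202; range 0.0202 to 0.585). The same held between the ages without WT P1 replicate 1 (0.0389; range 0.0389 to 0.987), where the median stayed negative. In all, the 7 counts gave 170 values under alternatives, of which 121 were within 1.5 times and 49 were not. The 35 probes of named genes gave 789 values at P30: at an unadjusted p of 0.05, and not at the adjusted p used for the lists, 757 kept their direction and side of it, apart from 18 sign changes of probes above it in both fits, 6 were no longer under it, 26 came under it and 0 reversed.

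Sex as a covariate gave no value at P30, where all mice were read as male, and the block for the chip was not run. The probe of *Gad2* was detected on 0 of the 8 P30 arrays, and whether it reads the transcript was not tested. Normexp correction, which stretches weak signals, moved *Ccl9* to a log2 fold change of -1.55.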

Differences from the paper's values

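The array cluster as a block, alone or with all probes, the larger cluster alone, and all 16 arrays with a detection p under 0.01 were chosen only after the data were seen. The other alternatives below were set before.

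The paper's number of genes altered in the hippocampus is 783, and 316 probes had an unadjusted p under 0.05 here. Among the alternatives set before the data were examined, all probes without a filter gave 822, which is within 1.5 times the paper's value, and the others were not, among them 420 with all 16 arrays together and 502 with the replicate block, which fall short of it, and 1367 without *Mef2c*-het replicate 7, which exceeds it. Of the settings chosen after seeing the values, the cluster as a block gave 571, this block with all probes 1130 and the larger cluster alone 576. These dropped 91, 47 and 198 of the 349 probes with a P-value under 0.05 in Supplementary Data 1, and all probes without a filter dropped 61.

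For the genes downregulated in *Mef2c*-het mice the paper's number is 394, against 227 probes here. Within 1.5 times were normexp correction (264), all probes (521), the equal-variance t-test (293), the replicate block (270), all 16 arrays together (290) and leaving out WT replicate 2 (376). Median scaling, cyclic loess, the stricter detection p, as many probes as Supplementary Data 1, a single probe per gene, limma with trend and robust variances, and leaving out any other array were not. The cluster as a block (283), this block with all probes (546) and the larger cluster (291), chosen after seeing the values and dropping 91, 47 and 198 of the paper's 349, also came within it.

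For the upregulated genes the paper's number is 389, against 89 probes here. Of the alternatives set before, all probes (301) came within 1.5 times, and the others, from 41 to 638 probes, did not. The cluster as a block (288) and the larger cluster (285), both chosen after seeing the values and dropping 91 and 198 of the paper's 349, did.

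The paper's own Supplementary Data 1, in which 349 probes have a P-value under 0.05 (249 lower and 100 higher), does not hold the numbers of its text. With all 16 arrays together and a detection p under 0.01, chosen after seeing the values, the counts were 349, 249 and 100, with 0 of the paper's 349 dropped, and with all 16 arrays together, set before, 420, with 0 dropped.

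The lowest value on the x axis of Fig. 2a is about -1.1 in Fig. 2a, read by eye, and the lowest log2 fold change here was -0.756. Under the replicate block (-0.787) and without *Mef2c*-het replicate 5 (-0.792), *Mef2c*-het replicate 6 (-0.787) or WT replicate 6 (-0.930) the lowest value was within the SD of its probe from the paper's, and under the other alternatives set before the data were examined it was not, among them normexp correction at -1.55. In the larger cluster alone, chosen after seeing the values, it was -1.61. The highest point lies at about 1.4 in Fig. 2a, read by eye, and the highest log2 fold change in the paper's Supplementary Data 1 is 2.02, that of *Arl3*, as it is here.

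The paper states that biogroups for neurogenesis and synaptic function were lower and that for neuron death higher in *Mef2c*-het mice. The lists tested here are not the paper's GO sets. In the neurogenesis list 20 of 49 genes were lower, with a median log2 fold change of 0.01, and in the neuron death list 16 of 36 were higher, with a median of -0.01. In the synapse list 40 of 50 were lower. Under the alternatives the medians lay between -0.02 and 0.03 for neurogenesis and between -0.05 and 0.01 for neuron death.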

Other observations

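The tests of the higher or lower share of probes, of the array clusters on the microglia list at P30, of neighbouring genes, of choroid plexus, of the array labelled *Mef2c*-het replicate 7 and of other splits at adjusted p with the cluster as a block, the neurogenesis and neuron death lists at P1, and the lists for the difference between the ages were chosen only after the result was seen. The other tests were written before.

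Whether the counts of probes exceed those of other splits was tested. At P30, 16 of 35 splits of the 8 arrays gave as many as 316 probes at an unadjusted p under 0.05, so chance was not excluded, and the 5 splits that put all 3 arrays of the smaller cluster on a side gave 2263 to 3861. Within the clusters, with the cluster as a block, 17 of 30 splits gave as many as the 571 of the genotypes. At P1, 28 of 35 splits gave as many as 220, and within the clusters 13 of 20 splits gave as many as 426 at unadjusted p and 3 gave as many as the 1 probe at adjusted p, where 20 splits cannot give a share under 5%. For the difference between the ages 57 of 100 drawn splits gave as many as 438. Between the ages of the mice, 8 probes had an unadjusted p under 0.05 in both comparisons, where 5.00 are expected by chance (hypergeometric, which is Fisher's exact test, one-sided, p = 0.129), and 4 of them changed in the same direction, *Ccl9* and *Gpr34* lower and *Ms4a6d* and *Gpd1* higher, named after their values were seen.

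The 2 clusters of arrays at each age have a technical source as their candidate explanation. If the clusters came from the tissue, 2 probes of a gene would shift together, and over 1940 genes r was 0.140 at P30 against 0.889 for the shift with age. Of 64 such probes that shifted by more than 1 log2 unit between the P30 clusters, the other probe shifted by more than 0.5 the same way for 6, against 464 of 496 for age. The shift at P30 and the shift at P1 correlated over the probes (r = 0.874), as a technical step shared by the smaller clusters of both ages would give. Probes are not independent replicates. The columns name neither chip nor date, so the step is not known. The clusters hold 2 WT and 1 *Mef2c*-het, and 2 WT and 3 *Mef2c*-het, arrays at P30. With the cluster as a block 283 probes were lower and 288 higher, against 227 and 89 without it. The counts came even because more higher probes were called, while 281 of the 316 probes were kept, so the lower probes are not shown to come from the unequal clusters.

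At P30 the microglia list lay higher in *Mef2c*-het mice (median log2 fold change 0.14, 13 of 17 genes, limma's camera, adjusted p = 0.00325, and fry, adjusted p = 0.561). Chance was not excluded, since 2 of 35 splits gave as small a camera p. Unequal genotypes in the array clusters are argued against as the whole source, as the block left a median of 0.11 and camera p at 0.00424. Against the WT mean the median of the list was -0.09 on *Mef2c*-het replicate 7 and 0.08 to 0.31 on the other *Mef2c*-het arrays. Whether a change in microglia is behind it stays open. The other marker lists at P30 did not pass adjustment over 10 lists: medians were 0.00 for proliferating cells, 0.03 for GABAergic interneurons, 0.03 for astrocytes, -0.08 for oligodendrocytes, -0.11 for choroid plexus, 0.07 for thalamus, 0.04 for striatum, 0.07 for blood and -0.06 for immediate early genes, with adjusted p between 0.0768 and 0.780. These are not all stable: the oligodendrocyte list (0.0768) passed under cyclic loess, with all probes and with all tested probes of its genes (0.00192), with the cluster as a block, and without *Mef2c*-het replicate 3, *Mef2c*-het replicate 5 or WT replicate 6 (6.95e-05), always lower in *Mef2c*-het mice. It holds *Enpp6* (log2 fold change -0.36), among the first genes of Supplementary Data 1, and was not tested without that gene. The list of immediate early genes (0.132) passed, lower, with the cluster as a block and without *Mef2c*-het replicate 5 (0.00102), WT replicate 6 or WT replicate 7. Between the ages the same list (0.0718) passed with sex as a covariate (0.0109), with all tested probes of its genes, with the cluster as a block and without any of 5 arrays (0.000831 without *Mef2c*-het P30 replicate 5), and the thalamus list (0.198) with all probes (0.0273). At P1 the 9 lists besides microglia had adjusted p between 0.538 and 0.769, and the neurogenesis and neuron death lists 0.884 each. Median, mean and direction of camera differed in sign for the neurogenesis and neuron death lists at P1 and, between the ages, for the GABAergic and choroid plexus lists, all of them near 0 and not called.

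On 1 array, WT P30 replicate 2, *Ttr* was at 14.26, against 8.94 to 11.90 on the other 7 P30 arrays. Choroid plexus in that sample is a candidate source: 5 of 6 other choroid plexus genes tested had their highest P30 signal on that array, among them *Enpp2* at 12.09 against at most 11.35 and *Clic6* at 8.95 against at most 7.69. Without that array the median of the choroid plexus list at P30 went from -0.11 to 0.10, with an adjusted p of 0.0411 in place of 0.780, so that a single sample decided its direction.

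The genes near *Mef2c* do not carry the differences at P30. Of 62 probes of the 25 tested genes on each side, 1 had an unadjusted p under 0.05 (1.61% against 2.35% of the other probes, Fisher's exact test, two-sided, p = 1), which argues against a strain segment carried along with the allele as the source of the probes at an unadjusted p under 0.05. Among the 50 genes that varied most within the P30 groups, 12 pairs lay within 20 tested genes of each other, where random draws gave a median of 5 and at most 17 (permutation p = 0.006 over 10000 draws). Segments of another strain that differ between the mice could give such neighbours, as could genes of a family or of shared regulation, which were not tested. Among the neighbours are *Tmem267*, *Fgf10*, *Emb* and *Il6st* on chromosome 13 and *Slc6a12* and *Slc6a13* on chromosome 6, named after they were seen. Choroid plexus in the sample of WT P30 replicate 2 may add to the spread. *Ttr*, *Clic6* and *Enpp2* are among the 50 genes, and *Enpp2* forms a pair with *Ndufb9*.

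On the array labelled *Mef2c*-het P30 replicate 7 the *Mef2c* signal was among the WT arrays for the probe ILMN_2887992 and above all of them for ILMN_2732465 (9.87 against at most 9.75). *Ccl9* separates the P30 arrays as labelled, and by that choice its level on this array decides nothing. It is also the probe of smallest p in the separate P1 mice, and chosen from those alone it was at 7.61 on this array against at least 8.28 on the WT arrays, which argues against a WT sample with the wrong label. At P1 neither *Mef2c* probe separated the groups (log2 fold change 0.07 and -0.01, two-sided exact permutation p = 0.714 and 0.971). Whether the probes read the transcript of the exon-deleted allele is not known from the deposited data.

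For the transporters and markers that the paper measured by other means in other mice, the P30 arrays gave log2 fold changes of -0.05 for *Slc32a1* (VGAT, exact permutation p = 0.200), 0.20 for *Slc17a6* (VGLUT2, exact permutation p = 0.429), -0.10 for *Slc17a7* (VGLUT1, exact permutation p = 0.200), -0.03 for *Syp* (standard error 0.056), -0.10 for *Rbfox3* (NeuN, exact permutation p = 0.171), 0.13 for *Gfap* (exact permutation p = 0.286), -0.11 for *Pvalb* (exact permutation p = 0.200) and, for the tested *Dcx* probes, -0.01 and 0.04 (standard errors 0.087 and 0.11). The signs of *Slc32a1*, *Slc17a6*, *Syp* and *Dcx* changed under some alternatives. *Gad2* was not detected on the P30 arrays.

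The remaining first genes of Supplementary Data 1 had log2 fold changes of -0.36 for *Enpp6* (exact permutation p = 0.0286), 0.35 for *Ly6g6e* (exact permutation p = 0.0571) and -0.29 for *Rbm26* (exact permutation p = 0.0571) in the fit of the 8 P30 arrays, and an adjusted p of 0.976 each.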
